# De novo assembly and analysis of the *Artemisia argyi* transcriptome and identification of genes involved in terpenoid biosynthesis

**DOI:** 10.1038/s41598-018-24201-9

**Published:** 2018-04-11

**Authors:** Miaomiao Liu, Jinhang Zhu, Shengbing Wu, Chenkai Wang, Xingyi Guo, Jiawen Wu, Meiqi Zhou

## Abstract

*Artemisia argyi* Lev. et Vant. (*A. argyi*) is widely utilized for moxibustion in Chinese medicine, and the mechanism underlying terpenoid biosynthesis in its leaves is suggested to play an important role in its medicinal use. However, the *A. argyi* transcriptome has not been sequenced. Herein, we performed RNA sequencing for *A. argyi* leaf, root and stem tissues to identify as many as possible of the transcribed genes. In total, 99,807 unigenes were assembled by analysing the expression profiles generated from the three tissue types, and 67,446 of those unigenes were annotated in public databases. We further performed differential gene expression analysis to compare leaf tissue with the other two tissue types and identified numerous genes that were specifically expressed or up-regulated in leaf tissue. Specifically, we identified multiple genes encoding significant enzymes or transcription factors related to terpenoid synthesis. This study serves as a valuable resource for transcriptome information, as many transcribed genes related to terpenoid biosynthesis were identified in the *A. argyi* transcriptome, providing a functional genomic basis for additional studies on molecular mechanisms underlying the medicinal use of *A. argyi*.

## Introduction

*Artemisia argyi* (*A. argyi*) Lev. et Vant., a perennial herb belonging to the genus *Artemisia* and the family Asteraceae, is widely distributed in China^1^. *A. argyi* leaves have long been used extensively for a form of traditional Chinese medicine (TCM) known as moxibustion^2^. Previous phytochemical studies on *A. argyi* leaves have revealed the presence of large amounts of volatile oils that have antihistamine^3^, antifungal and antiviral effects as well as the abilities to eliminate phlegm and relieve asthma and coughing^4,5^. In addition, dried and ground *A. argyi* leaves are the original material for moxa floss, which is used for moxibustion as a TCM therapeutic to cure dysmenorrhea^6^, diarrhoea^7^ and fatigue^8^, and *A. argyi* leaf volatile oils play a significant therapeutic role in moxibustion.

The main components of *A. argyi* leaf volatile oils are monoterpenes and sesquiterpenes. The mevalonate (MVA) and 2-C-methyl-D-erythritol 4-phosphate (MEP) pathways are, respectively, responsible for synthesizing isopentenyl pyrophosphate (IPP) and dimethylallyl pyrophosphate (DMAPP). IPP and DMAPP are the precursor substances for terpenoid^9^, and they can be converted into each other by IPP isomerase (IPPI). DMAPP is catalysed to form geranyl diphosphate (GPP) by GPP synthase (GPPS), and IPP is converted into farnesyl diphosphate (FPP) by FPP synthase (FPPS)^10^. Then, through the actions of monoterpene synthase and sesquiterpene synthase (Sesqui-TPS), monoterpenes and sesquiterpenes are produced from the precursors GPP and FPP, respectively^11^. Moreover, transcription factors (TFs) that reportedly regulate terpenoid synthesis are mainly concentrated in the APETELA2/ethylene-responsive binding protein (AP2/EREBP)^12^, WRKY^13^, basic leucine zipper (bZIP)^14^, and basic helix-loop-helix (bHLH)^15^ families.

RNA sequencing (RNA-seq) is the best method for screening functional genes and evaluating the expression of genes without a reference genome^16,17^. Currently, RNA-seq has been performed on dozens of medicinal plants, including *Artemisia annua*^18^, *Glycyrrhiza uralensis*^19^, *Lonicera japonica*^20^, *Carthamus tinctorius*^21^, *Lilium regale*^22^ and *Eugenia uniflora*^23^, providing an effective way to identify new gene functions in specific metabolic pathways^24^. As no transcriptomic data are currently available for *A. argyi*, we performed RNA-seq via the Illumina HiSeq. 4000 sequencing platform to assemble the *A. argyi* transcriptome. This process yielded a total of 99,807 unigenes, most of which were annotated in public databases, and numerous genes related to terpenoid biosynthesis were identified. Our transcriptomic data provide a valuable resource for future studies on the molecular mechanisms of terpenoid biosynthesis and may increase the yield of volatile oil from *A. argyi*.

## Results

### RNA-seq and de novo transcriptome assembly

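Leaves, roots and stems of mature *A. argyi*, a mugwort of the Compositae whose dried leaves are used in moxibustion, were each sequenced as 1 library made from the pooled tissue of 5 plants. There was therefore 1 value per unigene and tissue and no biological or technical replicate, so that every difference between tissues given here compares 3 libraries and carries no p-value or standard deviation. The paper's Supplementary Table S1 lists 74,033,662 clean reads for the leaf library, 74,546,432 for the root library and 74,462,236 for the stem library. The authors assembled the reads de novo with Trinity 2.06, removed redundancy with TGICL, mapped the clean reads of each library back to the unigenes with Bowtie2 2.2.5 and estimated expression with RSEM 1.2.12. RSEM divides the fragments that align to several unigenes among them in proportion to their estimated abundance. The deposited values are FPKM, the number of fragments scaled by the length of the unigene and by the mapped fragments of the library, given to 2 decimals. Read counts and unigene lengths were not used here, so the sampling error of single values is unknown. The table covers 88,591 unigenes, which is 88.8% of the 99,807 that the paper reports as assembled, and each of them is above 0 in at least 1 tissue. The FPKM values sum to 745,319 in the leaf library, 684,729 in the root library and 732,443 in the stem library. A total of 61,228 unigenes are above 0 in leaf, 67,057 in root and 66,770 in stem. The pair of scaling steps tried beside the deposited FPKM were rescaling every library to a sum of 1,000,000, here called TPM, and division by median-ratio size factors. The size factors were 1.18 for leaf, 0.755 for root and 1.16 for stem, so that median-ratio scaling shifts a log2 ratio of leaf to root taken without a pseudocount by -0.64 and one of leaf to stem by -0.02. For the RNA extraction, the paper names an RNA Plant Kit of Aidlab Biotech, while the sample labels name a Qiagen miRNeasy kit.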

Illumina high-throughput sequencing of the *A. argyi* transcriptome generated approximately 74 billion clean reads from each tissue (Supplementary Table S1). After the clean reads were sequentially assembled, clusters were made, and redundant clusters were removed with the Trinity and TGI clustering tool (TGICL), a total of 99,807 unigenes were obtained, with a median length of 929 bp (Supplementary Table S2). The N50 length and average GC% were 1456 bp and 40.79%, respectively. Of these unigenes, 56.6% (56,480) were longer than 500 bp, and 32.2% (32,112) were longer than 1000 bp (Supplementary Fig. S1A). Compared to the *A. annua* transcriptome as assembled on the Illumina HiSeq. 2500 platform^25^, this study presents more unigenes, a longer N50 length, and a longer mean length, suggesting that these data are highly reliable. In addition, the identities of a total of 59,944 coding sequences (CDSs, average length of 775 bp), 63.5% (38,066) of which were longer than 300 bp (Supplementary Fig. S1B), were predicted using BLAST.

### Unigene functional annotations

Functional annotation analysis showed that of the 67,446 unigenes, 60.67%, 44.04%, 25.69%, 20.13%, 44.84%, 42.46% and 45.16% acquired significant hits in the Nr (Non-redundant), Nt (Nucleotide), COG (Cluster of Orthologous Groups of Proteins), GO (Gene Ontology), KEGG (Kyoto Encyclopedia of Genes and Genomes), Swiss-Prot and InterPro databases, respectively (Table 1). As artemisia does not belong to a family containing a model organism, it is logical that many unigenes in *A. argyi* were not annotated with GO terms^26^. A total of 19,256 (29%) unigenes were co-annotated in the five databases (Supplementary Fig. S2A). Based on the Nr annotation, distributions of homologous *A. argyi* species were calculated, and 51.89% of the unigenes had the highest homology with *Cynara cardunculus* (Compositae), followed by *Vitis vinifera* (Vitaceae), and *Sesamum indicum* (Pedaliaceae) (Supplementary Fig. S2B). The functions of the unigenes were predicted via GO enrichment, using terms divided into three classes, molecular function, cellular component and biological process, comprising 54 functional categories (Supplementary Fig. S3). In the biological process class, “metabolic process” was among the most common categories. The term “metabolic process” was also among the most common types of biological process according to GO analysis based on pyrosequencing of expressed sequence tags (ESTs) of the *A. annua* glandular trichome^18^, indicating the importance of metabolic activities in both *A. argyi* tissues and *A. annua* glandular trichomes.

**Table 1:** Annotation of unigenes against seven different databases.

Annotated database	Number of annotated unigenes	Annotated unigene ratio (%)
Nr	60,554	60.67
Nt	43,951	44.04
COG	25,638	25.69
GO	20,091	20.13
KEGG	44,750	44.84
Swiss-Prot	42,374	42.46
InterPro	45,068	45.16
All	67,446	67.50

### Identification of genes involved in terpenoid backbone biosynthesis by KEGG analysis

To discover the most significant biological pathways, 44,750 unigenes were annotated in the KEGG database and classified into five classes, cellular process, genetic information processing, metabolism, organismal systems and environmental information processing, comprising 19 subcategories (135 pathways) (Fig. 1A). A total of 12 pathways were involved in the biosynthesis of other secondary metabolites, among which the most genes were enriched in the phenylpropanoid biosynthesis pathway (Fig. 1B). The “metabolism of terpenoids and polyketides” subcategory contained 8 pathways, and the largest number of unigenes (241) were mapped to terpenoid backbone biosynthesis (Fig. 1C). Among these 241 unigenes, 114 were identified as encoding 16 key enzymes that control terpenoid biosynthesis, including acetyl-CoA acetyltransferase (AACT), hydroxymethylglutaryl-CoA synthase (HMGS), hydroxymethylglutaryl-CoA reductase (HMGR), mevalonate kinase (MK), phosphomevalonate kinase (PMK), mevalonate diphosphate decarboxylase (MVD), 1-deoxy-D-xylulose-5-phosphate synthase (DXS), 1-deoxy-D-xylulose-5-phosphate reductoisomerase (DXR), 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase (CMS), 4-diphosphocytidyl-2-C-methyl-D-erythritol kinase (CMK), 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase (MCS), 4-hydroxy-3-methylbut-2-enyl diphosphate synthase (HDS), 4-hydroxy-3-methylbut-2-enyl diphosphate reductase (HDR), IPPI, FPPS and GPPS (Table 2). These unigenes are mainly distributed in the MEP (62 unigenes, 6 enzymes) and MVP (43 unigenes, 8 enzymes) pathways upstream of terpenoid synthesis, while a few genes (9 unigenes, 2 enzymes) are distributed downstream (Fig. 2).

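The expression table lists unigenes by identifier alone and pairs none of them with a gene name, so the enzymes were assigned from the identifiers printed in Fig. 2. That figure names 83 of the 114 unigenes of Table 2, and all 83 are in the expression table. For 6 of the 16 enzymes (MVD, DXR, CMK, MCS, FPPS and GPPS) every unigene counted in Table 2 is named in the figure. Counting a unigene as present in a tissue when its FPKM was above 0 gave 1 MVD unigene, 5 DXR unigenes and 4 MCS unigenes in each of the 3 tissues. FPPS had 1 unigene above 0 in leaf, 4 in root and 3 in stem, and GPPS had 4 in leaf, 4 in root and 5 in stem. CMK had 2 unigenes above 0 in leaf, 4 in root and 5 in stem. At FPKM > 1, the threshold the paper uses for expressed unigenes, DXR had 3 unigenes in leaf, 3 in root and 5 in stem, and MCS had 3 in leaf, 4 in root and 1 in stem. At the same threshold FPPS had 1 unigene in leaf, 2 in root and 3 in stem, GPPS had 3, 3 and 4, and CMK had 2, 2 and 5, while MVD still had 1 in each tissue.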

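Of the unigenes named in Fig. 2, 40 belong to the 6 enzymes of the mevalonate pathway (AACT, HMGS, HMGR, MK, PMK and MVD), 31 to the 7 enzymes of the MEP pathway (DXS, DXR, CMS, CMK, MCS, HDS and HDR), 3 to IPPI and 9 to FPPS and GPPS. Summed over its named unigenes, the mevalonate pathway reached 211 FPKM in leaf, 704 in root and 384 in stem. The root sum rested on a pair of HMGR unigenes, Unigene15525, with 17.5 FPKM in leaf, 222 in root and 12.9 in stem, and CL11002.Contig2, with 8.08, 175 and 10.7. The other 38 mevalonate unigenes, a subset taken after the values were seen, summed to 186 FPKM in leaf, 307 in root and 361 in stem, so that stem was then highest and leaf still lowest. After median-ratio scaling the same 38 summed to 158 in leaf, 407 in root and 311 in stem, with root highest. The MEP pathway reached 488 FPKM in leaf, 495 in root and 494 in stem. The root sum rested on 1 MCS unigene, CL5260.Contig2, with 155 FPKM in leaf, 369 in root and 175 in stem. The other 30 MEP unigenes, a subset taken after the values were seen, summed to 334 FPKM in leaf, 126 in root and 319 in stem. After median-ratio scaling the sum of all 31 was 415 in leaf, 655 in root and 425 in stem, so root was highest. The other 30 MEP unigenes then summed to 283 in leaf, 167 in root and 274 in stem. With TPM they summed to 448, 184 and 435, so leaf stayed highest with both. IPPI summed to 429 FPKM in leaf, 696 in root and 511 in stem, and the downstream enzymes to 68.8, 83.8 and 112. Median-ratio scaling left IPPI highest in root, with 365 in leaf, 921 in root and 440 in stem. It gave FPPS 44.1, 76.5 and 60.3 and GPPS 14.3, 34.5 and 35.8. The downstream enzymes together were then highest in root instead of stem. Among the single unigenes, 9 of the 40 in the mevalonate pathway had their highest FPKM in leaf, 18 in root and 13 in stem. In the MEP pathway 13 of 31 were highest in leaf, 6 in root and 12 in stem. Many of the 18 root-highest mevalonate unigenes were listed at 0 in leaf and stem and were low in root. The highest of these was Unigene37334, with 3.45 FPKM in root. For HMGS, 7 named unigenes were above 0 in root, 3 in leaf and 3 in stem. The 6 root-highest MEP unigenes were all above 0 in stem. The origin of unigenes seen in root alone is left open.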

**Figure 1:**
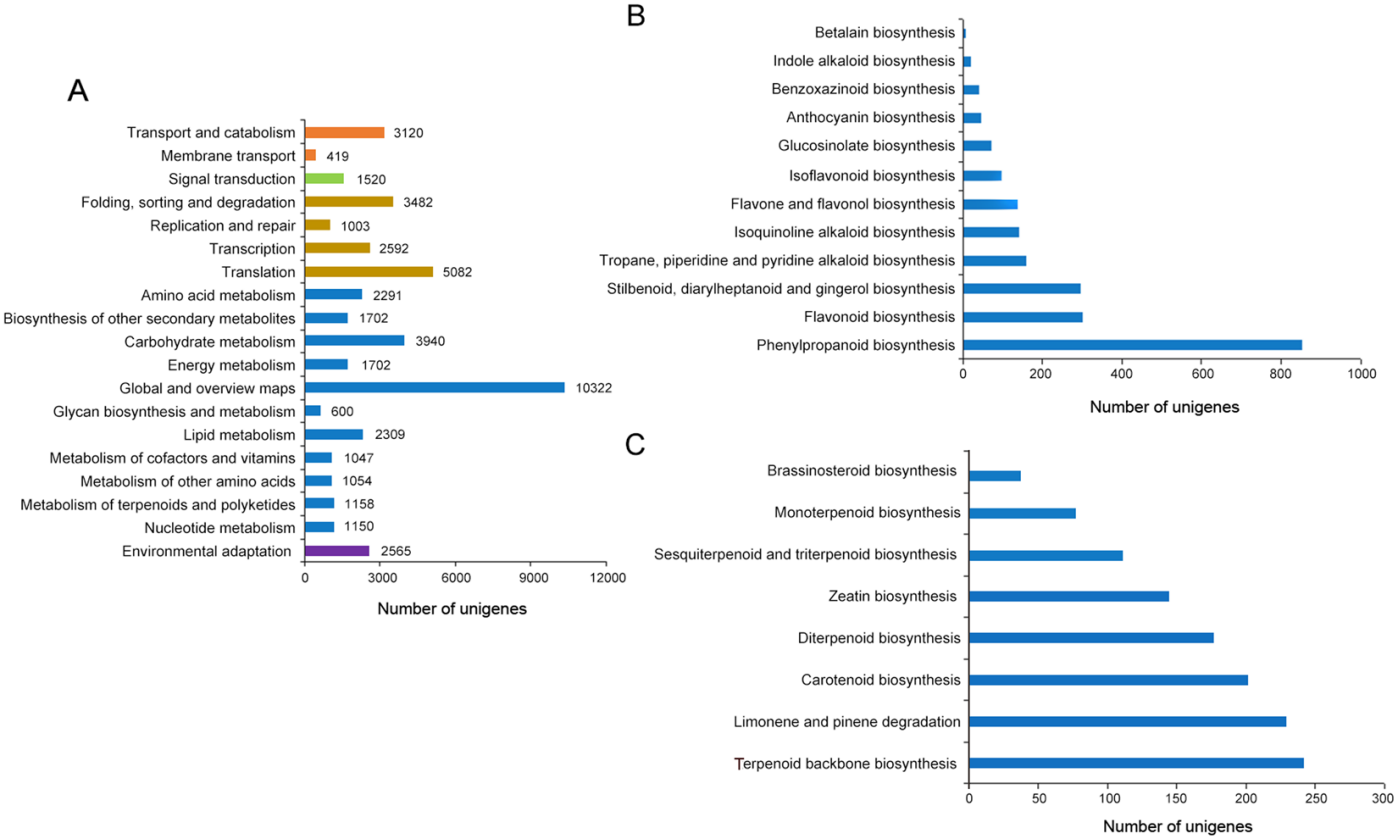
KEGG annotation of *A. argyi* unigenes. (**A**) KEGG functional classifications of the assembled unigenes. The unigenes were divided into five primary categories: genetic information processing (orange), cellular processes (green), organismal systems (brown), metabolism (blue), and environmental information processing (purple). (**B**) Classifications based on biosynthesis of other secondary metabolites. (**C**) Classifications based on metabolism of terpenoids and polyketides.

**Table 2:** Unigenes involved in the terpenoid biosynthesis pathway in *A. argyi*.

Enzyme name	EC number	Unigene number	No. in leaves	No. in roots	No. in stems
AACT	2.3.1.9	15	8	10	8
HMGS	2.3.3.10	12	3	8	3
HMGR	1.1.1.34	27	20	24	19
MK	2.7.1.36	3	2	2	2
PMK	2.7.4.2	4	4	4	4
MVD	4.1.1.33	1	1	1	1
DXS	2.2.1.7	9	9	9	7
DXR	1.1.1.267	5	5	5	5
CMS	2.7.7.60	4	3	3	3
CMK	2.7.1.148	5	3	4	5
MCS	4.6.1.12	4	4	4	4
HDS	1.17.7.1	3	1	2	3
HDR	1.17.7.2	9	4	6	6
IPPI	5.3.3.2	4	3	3	2
FPPS	2.5.1.10	4	1	4	3
GPPS	2.5.1.1	5	4	4	5

**Figure 2:**
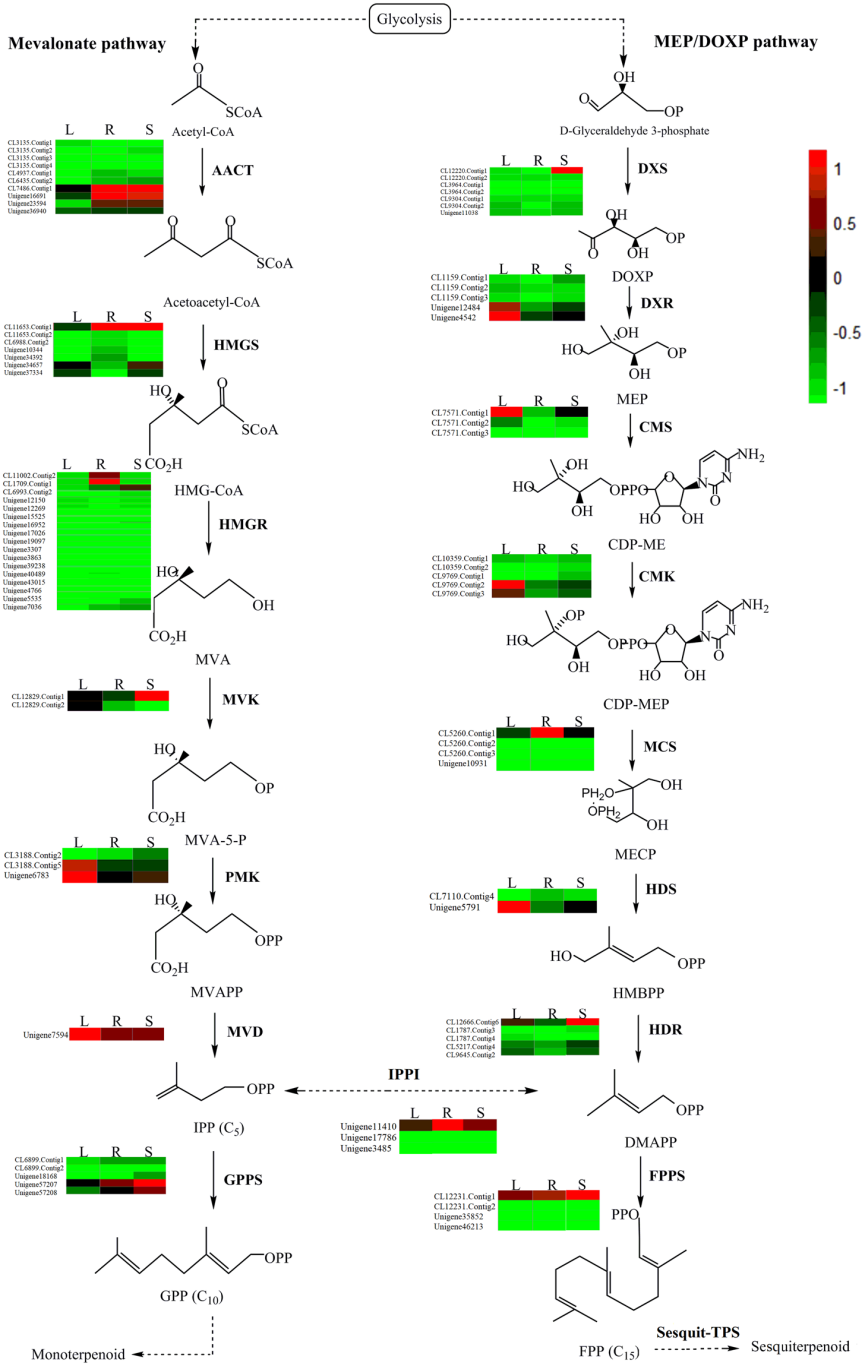
The monoterpene and sesquiterpene biosynthesis pathway in *A. argyi*. The expression levels of unigenes encoding enzymes from each step are shown. The columns are L, R, S, corresponding to leaf, root and stem, respectively, and the rows correspond to unigenes. Red and green represent high and low expression levels, respectively.

### Overview of unigene expression

In each sample, all of the expressed unigenes (fragments per kilobase of transcripts per million fragments mapped (FPKM) > 1)^27^ were determined, and 41,139, 41,516 and 44,750 unigenes were expressed in leaves, roots and stems, respectively (Fig. 3A). 

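Counting the unigenes above 1 FPKM in the deposited values gave 41,139 in leaf, 41,516 in root and 44,750 in stem. In each library fewer unigenes passed higher thresholds, and the order of the tissues changed with the threshold. Above 10 FPKM there were 11,143 unigenes in leaf, 8,713 in root and 11,540 in stem, and above 1000 FPKM there were 33, 41 and 23. Among thresholds of 0, 0.5 and 2 FPKM and the scaling steps, a threshold of 0 moved the numbers most, and root then exceeded stem. With TPM in place of FPKM, 45,729 unigenes were above 1 in leaf, 48,212 in root and 50,250 in stem. With median-ratio scaling, 38,501 were above 1 in leaf, 46,487 in root and 41,830 in stem, so that root again had the most.

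**Figure D1:**
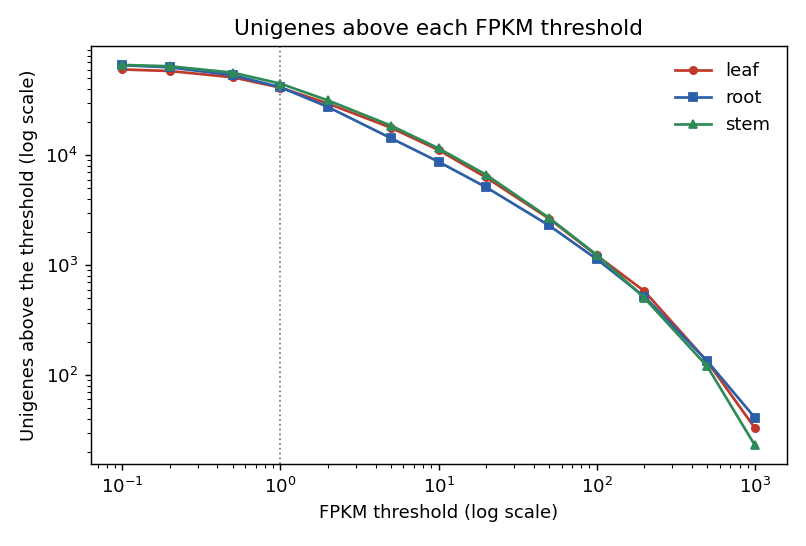
Number of unigenes above each FPKM threshold in the leaf, root and stem libraries, with both axes on a log scale and 1 library per tissue. The dotted line marks 1 FPKM. At 10 FPKM the root library has 8,713 unigenes against 11,143 in leaf, while at 1000 FPKM it has the most, 41.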

The overall expression levels were the highest for leaf transcripts, followed by the stem and root transcripts (Fig. 3B). 

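Over the unigenes above 0 in each tissue, the median log2(FPKM + 1) was 1.52 in leaf, 1.49 in stem and 1.30 in root. The upper quartile was 2.88 in leaf, 2.78 in stem and 2.32 in root, and the lower quartile 0.79, 0.80 and 0.69. The means were 2.05 in leaf, 2.01 in stem and 1.78 in root. The 95% order-statistic interval of the median ran from 1.51 to 1.54 in leaf, from 1.475 to 1.501 in stem and from 1.30 to 1.32 in root. These intervals cover the sampling of unigenes within a library and not the variation between plants. The order changed with median-ratio scaling, which gave 1.56 in root, 1.37 in leaf and 1.35 in stem, and also when the unigenes listed at 0 were included, which put leaf last. From the boxplot of these values, the paper states that overall expression was highest in leaf, followed by stem and root.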

Transcripts expressed at low levels in the three tissues were filtered with a geometric mean (FPKM + 1) < 3 as the threshold^27^, generating 43,023 unigenes in these tissues. 

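A geometric mean of FPKM + 1 over the 3 tissues of at least 3 was reached by 26,821 of the 88,591 unigenes. A lower threshold of 2 kept 38,287 unigenes and a higher one of 5 kept 18,032. With the arithmetic mean of FPKM + 1 in place of the geometric mean, 29,970 unigenes reached 3.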

Hierarchical clustering of the three tissues with these 43,023 unigenes showed that leaves and stems clustered more tightly, demonstrating that the overall expression levels of transcripts in these two tissues were more closely related (Fig. 3C).

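Distances between the libraries were computed from log2(FPKM + 1), standardized to a Z-score for each unigene, over the 26,821 unigenes that passed the geometric mean filter. The Euclidean distance was 218 between leaf and stem, 221 between root and stem and 254 between leaf and root. Leaf and stem were therefore the closest pair, at 0.99 times the root-stem distance and 0.86 times the leaf-root distance. Which pair was closest depended on the distance and on the unigenes included. Across the same unigenes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.73 for root and stem, 0.64 for leaf and stem and 0.54 for leaf and root. Spearman's rho was 0.67, 0.58 and 0.46 for the same pairs, so with both coefficients root and stem were closest over this set. Over all 88,591 unigenes leaf and stem were closest with both, with an r of 0.79 against 0.76 for root and stem and a rho of 0.65 against 0.51. So they were over the 43,023 unigenes whose 3 FPKM values sum to more than 3, with an r of 0.716 against 0.712 and a rho of 0.63 against 0.59. This set was chosen after seeing the data because its size is the paper's. Over the 24,505 unigenes above 1 FPKM in all 3 tissues root and stem were closest, with an r of 0.83 against 0.77. With the Z-score distance over all 88,591 unigenes, the distances were 400 for leaf and stem, 419 for root and stem and 443 for leaf and root. Leaf and root were the farthest pair under every alternative tried. From the closer clustering of leaf and stem, the paper concludes that overall transcript expression was more closely related in these tissues.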

**Figure 3:**
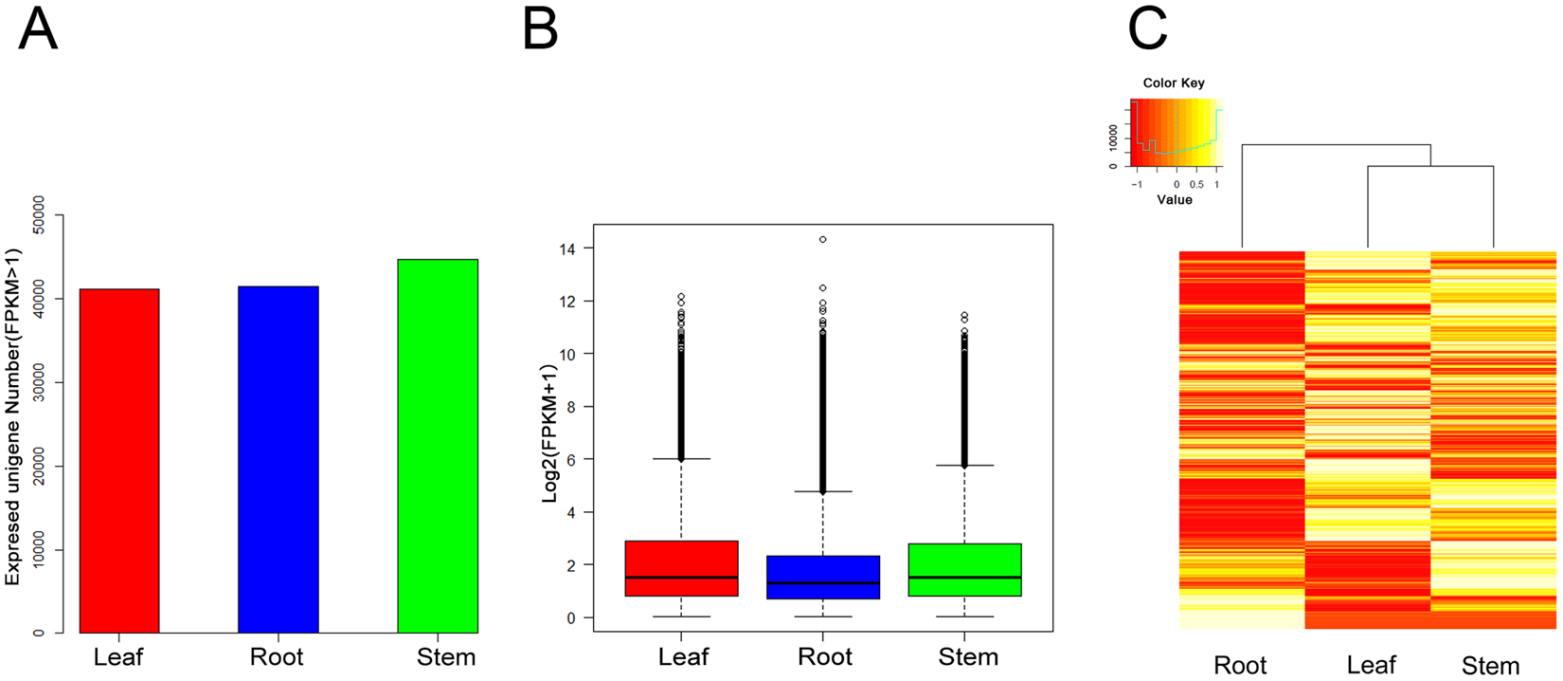
Overview of expression profiles in the three *A. argyi* tissues. (**A**) Expressed unigene (FPKM > 1) number distributions in the three tissues. (**B**) Boxplot of unigenes expressed in the three tissues. The samples are represented on the x-axis, and the log2 (FPKM + 1) values are represented on the y-axis. (**C**) Heatmap of unigenes co-expressed in the three tissues. The intensity of the colour scheme is scaled to the log2 (FPKM + 1) expression values that are Z-score-standardized per transcript in the samples, and yellow and red represent high and low expression levels, respectively.

### Identification of genes with leaf-specific expression and differentially expressed genes

A total of 24,505 shared unigenes were identified in all three tissues, and 8,541 were uniquely expressed in leaves (Fig. 4A). 

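With expression defined as more than 1 FPKM, 24,505 unigenes were expressed in all 3 tissues, 8,571 in leaf alone, 11,352 in root alone and 9,721 in stem alone. A further 6,464 were shared by leaf and stem, 4,060 by root and stem and 1,599 by leaf and root. The groups that include leaf add up to the 41,139 unigenes expressed there. Unigenes expressed in a single tissue were mostly low, with a median of 1.60 FPKM for leaf, 1.86 for root and 1.63 for stem. Of the leaf-only unigenes 66.9% were at or below 2 FPKM in leaf, and 30.6% were listed at 0 in both root and stem. A threshold of 2 FPKM left 5,696 leaf-only, 6,093 root-only and 5,936 stem-only unigenes.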

Among the shared unigenes expressed in all tissues, 603 showed leaf-specific up-regulation with fold changes (FCs) > 8, and these genes were further evaluated using GOSlim functional analysis. 

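Among the 24,505 unigenes above 1 FPKM in all 3 tissues, 84 were more than 8-fold higher in leaf than in both root and stem, computed from FPKM without a pseudocount. Their median in leaf was 69.6 FPKM. By the same criterion 63 unigenes were higher in root than in leaf and stem, and 106 were higher in stem than in leaf and root. Which tissue had the most depended on the scaling: among the unigenes above 1 in all 3 tissues after median-ratio scaling, 75 were more than 8-fold higher in leaf, 117 in root and 74 in stem, and after TPM rescaling 107, 94 and 139. For root and stem these alternatives were chosen after seeing the data. The count for leaf depended mainly on which unigenes entered the comparison. Among the 45,426 unigenes with any FPKM above 0 in all 3 tissues, 603 were more than 8-fold higher in leaf than in both others, and 519 of these 603 were at or below 1 FPKM in root or stem. Outside the terpenoid unigenes named in the paper, the shared unigenes highest in leaf, by the smaller of their folds over root and over stem, were CL6714.Contig5, with 684 FPKM in leaf, 2.77 in root and 7.96 in stem, and CL6714.Contig6, with 473, 3.94 and 7.28 FPKM. These are contigs of 1 cluster, between which the estimation of FPKM can divide shared fragments. In the opposite direction CL3392.Contig2 had 1.13 FPKM in leaf, 223 in root and 542 in stem, and Unigene11451 had 1.30, 439 and 242.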

Based on sequence homology, these 603 unigenes were assigned to one or more ontologies, including 260 for cellular component, 328 for biological process, and 389 for molecular function (Supplementary Table S3). In the biological processes category, several genes were enriched for the term “secondary metabolic process”, indicating important metabolic activities in leaves.

**Figure 4:**
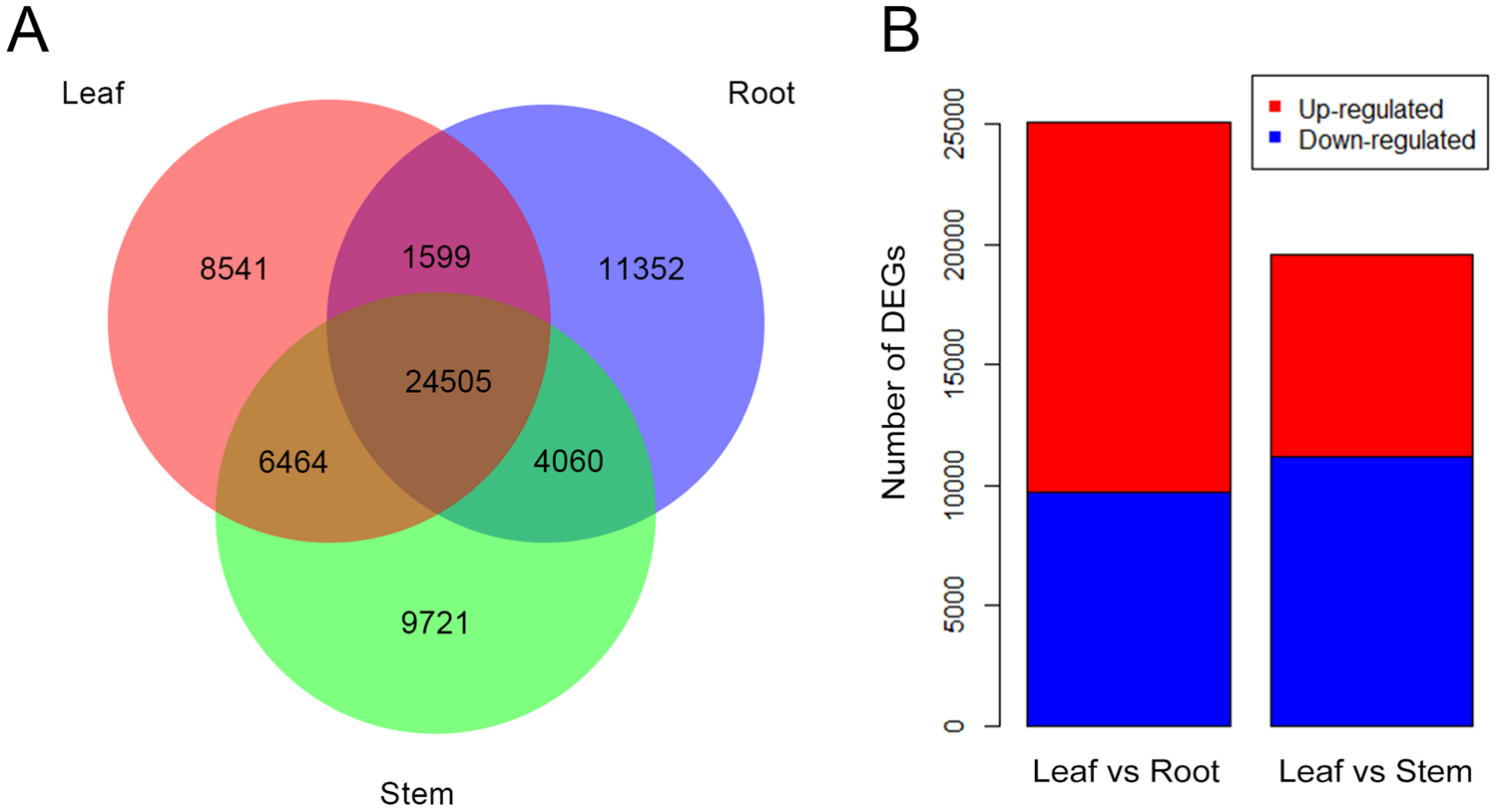
Unigenes expressed in different *A. argyi* tissues. (**A**) Venn diagram of unigenes expressed in different tissues. (**B**) Statistic of DEGs in the three *A. argyi* tissues. The numbers of up-regulated and down-regulated unigenes between the two indicated samples are summarized. DEGs with higher expression levels in leaves than in roots or stems were defined as “up-regulated”, while those with lower expression levels in leaves were defined as “down-regulated”.

The total differentially expressed genes (DEGs) were detected among the samples by using unigene expression analysis (Fig. 4B). Comparison of the leaves and roots revealed 25,049 DEGs, of which 15,376 were up-regulated (higher expression in leaves) and 9,673 were down-regulated (lower expression in leaves). 

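The PoissonDis test of the paper works on read counts, so it was not repeated on the FPKM values, and only its fold threshold was applied. On the scale of FPKM + 1, 17,881 unigenes were at least 2-fold higher in leaf than in root and 15,984 were at least 2-fold lower. Of these 33,865 unigenes, 52.8% were higher in leaf. After median-ratio scaling the split changed to 11,697 higher and 20,828 lower, or 36.0% higher in leaf. Many of the differences were between expression and a listed value of 0. Of the unigenes higher in leaf, 5,717 were listed at 0 in root, and of those lower in leaf, 10,742 were listed at 0 in leaf. When only the 26,104 unigenes above 1 FPKM in both tissues were taken, without a pseudocount, 8,599 were at least 2-fold higher in leaf and 3,179 lower, or 73.0% higher. The fold threshold with a pseudocount of 0.01 gave the largest numbers, 32,489 higher and 27,662 lower.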

Comparison of the leaves and stems revealed 19,588 DEGs, of which 8,409 were up-regulated in the leaves and 11,179 were down-regulated. 

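Between leaf and stem, 10,863 unigenes were at least 2-fold higher in leaf and 14,598 at least 2-fold lower on the same scale, which puts 42.7% of the 25,461 on the leaf side. Listed zeros made up 3,441 of the unigenes higher in leaf and 6,546 of those lower in leaf. Median-ratio scaling gave 9,307 higher and 13,128 lower, or 41.5% higher. Over the 30,969 unigenes above 1 FPKM in both tissues the direction of the split changed, with 5,911 higher in leaf and 4,987 lower, or 54.2% higher. In both comparisons these numbers come from fold changes between single libraries and not from a test.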

To further connect the biological functions of the DEGs, all DEGs were mapped to the KEGG database and compared to the entire *A. argyi* transcriptome. Indeed, 134 pathways, primarily related to metabolism, biosynthesis of secondary metabolites and plant-pathogen interactions, were enriched in DEGs (Supplementary Table S4). The “metabolism of terpenoids and polyketides” subcategory was particularly enriched in DEGs. Overall, 251 genes were up-regulated in leaves compared to roots, while 148 genes were up-regulated in leaves compared to stems (Table 3).

**Table 3:** The terpenoid and polyketide metabolic pathway and the numbers of related DEGs in leaves compared with the other two tissues.

Terpenoid and polyketide metabolic pathway	Pathway ID	Number of up-regulated genes	
		Leaf vs Root	Leaf vs Stem
Terpenoid backbone biosynthesis	Ko00900	51	17
Limonene and pinene degradation	Ko00903	54	47
Carotenoid biosynthesis	Ko00906	70	35
Diterpenoid biosynthesis	Ko00904	25	9
Zeatin biosynthesis	Ko00908	17	10
Sesquiterpenoid and triterpenoid biosynthesis	Ko00909	16	16
Monoterpenoid biosynthesis	Ko00902	1	11
Brassinosteroid biosynthesis	Ko00905	17	3

### Identification of transcription factors involved in terpenoid biosynthesis

In plants, TFs participate in a wide variety of biological processes and play major roles in regulating gene expression at the transcriptional level to control secondary metabolite flux. A total of 2,056 unigenes encoding TFs were identified and classified into 59 different TF families (Fig. 5). Among these TFs, 200, 129, 106 and 26 unigenes were annotated to the AP2-EREBP, bHLH, WRKY and bZIP families, respectively.

**Figure 5:**
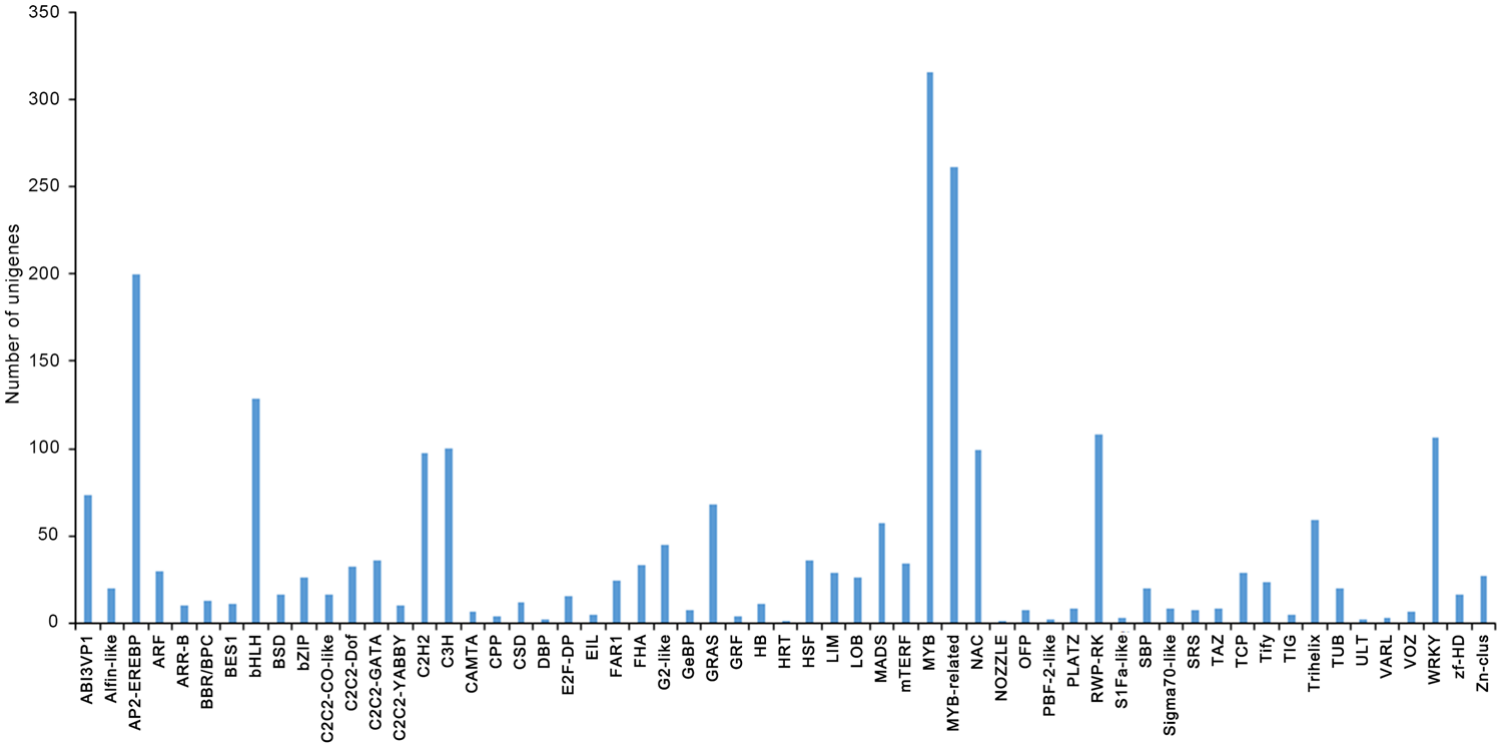
TF family classification of *A. argyi* unigenes.

### Molecular cloning of candidate genes for terpenoid biosynthesis

Seven full-length open reading frames (ORFs) were cloned: ArHMGR1 (1758 bp), ArHMGR2 (1743 bp), ArMVD (1266 bp), ArDXS (2187 bp), ArDXR (1419 bp), ArHDS (2223 bp) and ArHDR (1365 bp) (Supplementary Fig. S4). Polymerase chain reaction (PCR) products were retrieved by gel extraction and ligated into the vector pMD19-T. The recombinant vectors were then transformed into DH5α *E. coli* competent cells for amplification, and these recombinant plasmids were verified by Sanger sequencing. The seven nucleotide sequences have been deposited in GenBank under accession numbers MG780995-MG781001.

## Discussion

To extend the possible applications of *A. argyi* in TCM, three different tissues were utilized for library construction and sequencing, and approximately 74 billion clean reads were generated from each tissue. In total, 99,807 and 67,446 unigenes were assembled and annotated, respectively, among which 19,256 were co-annotated in the databases. However, 33% of the unigenes remain unannotated, probably because more unigenes were generated with the sequencing depth of 10 G and because the publicly available plant transcriptome and genome data are insufficient. These predicted CDSs, accounting for 60.0% of the total unigenes, provide information for studying crucial genes, including genes encoding lectins^28^ and ribosome-inactivating proteins^29^, which are potential anticancer drugs.

The best hit for each unigene queried against the Nr database was used to assign functional GO annotations in terms of the categories cellular component, biological process and molecular function. The large number of diverse GO terms assigned to the unigenes highlights the diversity of genes likely represented in the *A. argyi* leaf, root and stem transcriptomes. Upon mapping these unigenes to the KEGG database, numerous unigenes involved in terpenoid biosynthesis were identified. In addition, we examined the expression levels of unigenes encoding enzymes in the MVP and MEP pathways based on FPKM values (Fig. 2). 

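FPKM was summed over the unigenes of each enzyme named in Fig. 2, and the log2 ratio of leaf to root and of leaf to stem was taken after adding 1 to each sum. CMS had the largest ratio of leaf to root, with 38.8 FPKM in leaf, 5.92 in root and 19.7 in stem, log2 ratios of 2.52 and 0.94. CMK, with 40.9, 10.6 and 24.2 FPKM, had log2 ratios of 1.85 and 0.73. HDS, with 142, 46.8 and 82.5 FPKM, had 1.58 and 0.78, and DXR, with 24.1, 9.61 and 15.6 FPKM, had 1.24 and 0.60. PMK was at 28.3, 14.5 and 19.7 FPKM, log2 ratios of 0.92 and 0.50. The single MVD unigene had 16.2 FPKM in leaf, 12.0 in root and 11.8 in stem, log2 ratios of 0.40 and 0.43. Only DXR, CMS, CMK and HDS thus exceeded 2-fold between leaf and root, and none of these 6 enzymes did between leaf and stem. These calls changed with the alternatives. After median-ratio scaling the log2 ratio of leaf to root fell to 0.65 for DXR and 0.95 for HDS. With the most abundant unigene of each enzyme in place of the sum, PMK reached 1.02 against root and CMK 1.19 against stem. In all, 7 of the 16 enzymes had their highest sum in leaf, and the seventh was MK, with 7.76 FPKM in leaf, 5.33 in root and 7.41 in stem. After median-ratio scaling MVD and MK were highest in root, and the number fell to 5. With the median over each enzyme's unigenes in place of the sum, DXR and CMK were highest in stem, and CMS reached a log2 ratio of 1.61 against stem.

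**Figure D2:**
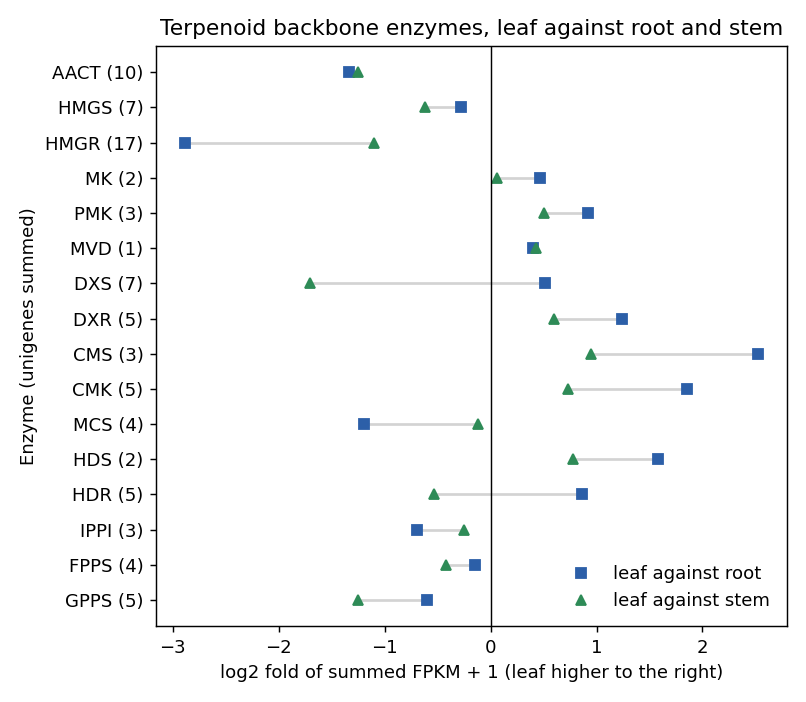
Log2 ratio of summed FPKM + 1 in leaf against root (squares) and leaf against stem (triangles) for the 16 terpenoid enzymes, with the number of unigenes summed in brackets and 1 library per tissue. Points right of 0 are higher in leaf: CMS reaches 2.52 against root, while HMGR falls to -2.89. The MVD and MK squares, and that of DXS, move to the left of 0 after median-ratio scaling.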

The unigenes encoding PMK, MVD, DXR, CMS, CMK and HDS were highly differentially expressed in leaves, suggesting that these steps may be rate-limiting in IPP and DMAPP formation, which occur upstream of terpenoid synthesis. Characterization of these unigenes will further improve our understanding of the molecular mechanisms underlying terpenoid biosynthesis.

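The median of log2(FPKM + 1) was also taken over other sets of unigenes. Over all 88,591 unigenes of the table, zeros included, it was 0.86 in leaf, 0.90 in root and 1.02 in stem. The leaf library had the most zeros, with 27,363 unigenes listed at 0 against 21,534 in root and 21,821 in stem. Over the unigenes above 1 FPKM in the tissue itself, the median was 2.30 in leaf, 1.97 in root and 2.22 in stem. Over the 24,505 unigenes above 1 FPKM in all 3 tissues, it was 3.13 in leaf, 2.58 in root and 3.17 in stem. The 100 most abundant unigenes held 14.6% of the FPKM sum in leaf, 19.3% in root and 12.3% in stem. The leaf median was above the root median in both sets with a threshold of 1 FPKM, and it was above the stem median only where unigenes were chosen tissue by tissue. These medians are on the FPKM scale. Median-ratio scaling of the 24,505 unigenes, tried after seeing the data, gave 2.93 in leaf, 2.93 in root and 2.98 in stem.

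**Figure D3:**
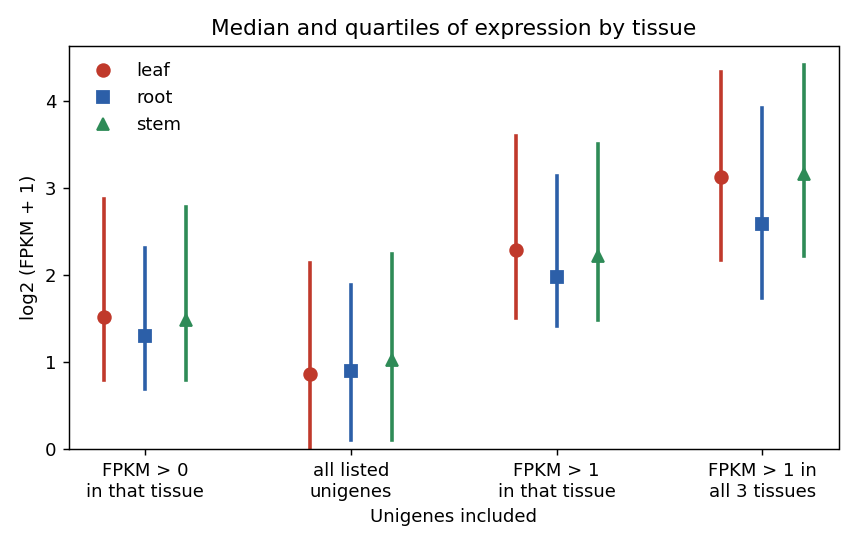
Median (symbol) and quartiles (line) of log2(FPKM + 1) in leaf, root and stem over sets of unigenes, with 1 library per tissue. Leaf is highest over the unigenes above 0 or above 1 FPKM in the tissue itself, lowest at 0.86 over all unigenes of the table, and just below stem, 3.13 against 3.17, over the unigenes above 1 FPKM in all 3 tissues.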

The overall transcript expression level was higher in the leaves than in the roots and stems. According to the DEG annotation, hundreds of genes that were up-regulated in leaves were associated with the metabolism of terpenoids and polyketides. These up-regulated genes may be helpful for analysing terpenoid metabolites in *A. argyi*. In addition, the substantial numbers of genes showing leaf-specific expression and associations with secondary metabolic processes revealed the importance of metabolic activities in leaves. These genes showing leaf-specific expression or up-regulation might provide the transcriptomic support required to provide *A. argyi* leaves with their medicinal value.

In this work, 461 candidate TFs were assigned to the AP2-EREBP, bHLH, WRKY and bZIP families, and these TFs might play roles in regulating terpenoid biosynthesis. The bHLH transcription factor gene AabHLH1 in *A. annua* has been proven to effectively regulate the biosynthesis of the terpenoid artemisinin^30^. The use of genetic engineering methods to control TFs has substantial potential value and broad application prospects in studies on the regulation of terpenoid biosynthesis in *A. argyi*.

In this study, seven gene sequences, namely, those encoding ArHMGR1, ArHMGR2, ArMVD, ArDXS, ArDXR, ArHDS and ArHDR, were retrieved from the transcriptomic data and successfully cloned by PCR. These gene sequences were consistent with those identified from the *A. argyi* transcriptome, thus confirming the reliability of our transcriptional data. In addition, the expression level of HMGR, which was up-regulated in leaves, can reportedly increase the synthesis of artemisinin^31^, and the content of ginkgolide, another terpenoid, in transgenic *Ginkgo biloba* overexpressing HDR was significantly increased compared with that in the nontransgenic control line^32^. Therefore, our findings may help improve future studies on increasing the yield of terpenoids via gene regulation and the production of transgenic plants.

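The text and Fig. 2 name 18 HMGR unigenes, while Table 2 counts 27, and the unnamed ones are not in these values. The named unigenes' FPKM summed to 71.1 in leaf, 515 in root and 276 in stem, and the order of the 3 tissues was the same after TPM rescaling and after median-ratio scaling. Without Unigene15525 and CL11002.Contig2, left out after the values were seen, the sums of the other 16 were 45.6 in leaf, 119 in root and 252 in stem. Of the stem sum, 144 came from CL11002.Contig1, a contig of the same cluster as the left-out CL11002.Contig2. The highest value was in leaf for 3 of the 18 unigenes, in root for 7 and in stem for 8. Of the 7, CL1709.Contig1, Unigene40489 and Unigene43015 were listed at 0 in leaf and stem, with at most 2.09 FPKM in root. On the scale of FPKM + 1, 2 of the 18 were at least 2-fold higher in leaf than in root and 10 at least 2-fold lower. None was at least 2-fold higher in leaf than in stem, and 7 were at least 2-fold lower. HDR, summed over its 5 unigenes in Fig. 2, had 48.4 FPKM in leaf, 26.2 in root and 70.5 in stem.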

In summary, our study is the first exploration of the *A. argyi* transcriptome. We generated high-quality RNA-seq data from leaf, root and stem tissues of *A. argyi*. Using de novo transcriptome assembly, we assembled and annotated 99,807 and 67,446 unigenes, respectively. We analysed most of the unigenes encoding key enzymes involved in the terpenoid biosynthesis pathway and identified several TFs related to terpenoid synthesis. Our findings may help improve future studies on the molecular mechanisms of terpenoid biosynthesis and on increasing the yield of terpenoids via gene regulation and genetic engineering. Our transcriptomic dataset will also accelerate studies on *A. argyi* functional genomics.

## Materials and Methods

### Plant material and RNA extraction

Whole *A. argyi* plants (identified by Professor Qingshan Yang, Anhui University of Chinese Medicine) were harvested from the Anhui University of Chinese Medicine herb garden, cleaned with ultrapure water, dried on filter paper, and immediately soaked in liquid nitrogen after separation of the leaves, stems and roots. The leaves, roots and stems selected from five replicates were pooled together. Total RNAs from the plants were isolated with an RNA Plant Kit (Aidlab Biotech, Beijing, China) based on the manufacturer’s instructions. RNA quality was verified using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), and the average RNA Integrity Number (RIN) was 8.63.

### cDNA library construction and RNA sequencing

Total RNAs were treated with DNase I to eliminate DNA residues and then mixed with oligo (dT)-cellulose to purify the mRNAs. The purified mRNAs were fragmented, and first-strand cDNAs were synthesized using these mRNA fragments as templates. After the second-strand cDNAs were synthesized, the double-stranded cDNAs were randomly fragmented. Short cDNA fragments were recovered and repaired, and a single nucleotide (adenine) was added to the 3′ ends. The cDNA fragments were then joined to adapters, and the appropriate fragments were selected and used for PCR amplification. Each sample library was quantified and evaluated for quality on an Agilent 2100 Bioanalyzer and an ABI StepOnePlus Real-Time PCR System (ABI, New York, NY, USA), respectively. Ultimately, the one library per tissue was sequenced on the Illumina HiSeq 4000 platform (Beijing Genomics Institute, Wuhan, China). After sequencing, raw data were received, and low-quality reads and adapters were filtered to generate clean data.

### De novo transcriptome assembly

De novo transcriptome assembly was implemented using Trinity (version 2.06), which successively combines Inchworm, Chrysalis and Butterfly, to assemble clean reads^33^ with the following parameters: min contig length of 200 and min kmer coverage of 4. Ultimately, full-length transcripts for alternatively spliced isoforms were generated by splicing transcripts corresponding to paralogous genes. All such sequences were known as transcripts. Transcript analysis was performed to cluster and remove redundancies with TGICL (version 2.06, parameters: -l 30 -v 35) to acquire non-redundant sequences, termed unigenes^34^. All unigenes were segmented into two categories: clusters (prefixed with CL) and singletons (prefixed with unigene).

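By these prefixes, 50,167 of the 88,591 unigenes in the expression table are singletons and 38,424 are contigs of 12,950 clusters, of which 11,954 have at least 2 contigs in the table. The largest cluster has 122 contigs. Of the singletons 69.5% were above 1 FPKM in at least 1 tissue and 19.1% in all 3, against 81.7% and 38.9% of the cluster contigs.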

### Unigene expression analysis and functional annotation

After transcriptome assembly, clean data were mapped to unigenes with Bowtie2 (version 2.2.5, parameters:–phred64–sensitive–dpad 0–gbar 99999999–mp 1,1–np 1–score-min L,0,-0.1 -I 1 -X 1000–no-mixed–no-discordant -p 1 -k 200)^35^. 

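Because a unigene with few fragments takes FPKM values in steps, low values carry the relative depth of the libraries. Where leaf and root both lay between 0.2 and 0.5 FPKM, in 1,161 unigenes, the ratio of leaf to root concentrated at 1.06, and 42.0% of the unigenes lay within 0.05 of this ratio on the log2 scale. Between leaf and stem the ratio concentrated at 1.00 over 1,164 unigenes. Both values are medians of the ratios within 0.25 of equality on the log2 scale, so neither could have shown a larger difference. The step of 1 fragment was therefore about as large in leaf as in stem and slightly smaller in root, as for a root library with 1.06 times the mapped fragments of the leaf library. The number of fragments behind a single FPKM value depends on the unigene's length, which was not used here, and stays unknown.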

Considering the FPKM values, the unigene expression level of each sample was computed using RSEM (version 1.2.12) with default settings^36^. When raw FPKM values were log2-transformed and used for downstream data analysis, a value of 1 was added to each raw FPKM value to avoid the emergence of log2(0)^37^.

To acquire unigene functional annotations, unigenes were aligned to protein databases, including Nt (ftp://ftp.ncbi.nlm.nil.gov/blast/db), Nr (ftp://ftp.ncbi.nlm.nil.gov/blast/db), COG (http://www.ncbi.nlm.nih.gov/COG), KEGG (http://www.genome.jp/kegg) and Swiss-Prot (http://ftp.ebi.ac.uk/pub/databases/swissport), using BLAST (version 2.2.23, E-value ≤ 1e-5)^38^. In addition, Blast2GO (version 2.5.0, default parameters)^39^ was used to generate GO annotations (http://www.geneontology.org) with Nr annotations, and InterPro annotations (http://www.ebi.ac.uk/interpro) were obtained using InterProScan5 software (version 5.11–51.0, default parameters)^40^. For the functional annotation analysis, unigenes that best mapped to functional databases in the priority order Nr, Swiss-Prot, KEGG, COG were selected by BLAST, defined as CDSs, and identified from the 5′ to 3′ ends.

### Identification of differentially expressed genes

For comparing unigene expression levels in two tissues, such as leaf vs root tissue and leaf vs stem tissue, unigenes with FCs ≥ 2.00 and false discovery rate values ≤ 0.001 were described as DEGs by the PoissonDis method^41^. KEGG functional analysis showed that DEGs were enriched for each term in the KEGG database, and the number of unigenes in each pathway was calculated. Pathways showing significant enrichment among the DEGs compared to the entire *A. argyi* transcriptome were identified using the hypergeometric test^42^. In this test, the p-value was calculated as follows:

$$p=1-\sum _{i=0}^{m-1}(M{\rm{i}})(N-Mn-i)/(Nn)$$

where M, N, m and n represent the number of annotated unigenes corresponding to each KEGG term, all unigenes with KEGG annotations, DEGs in M and DEGs in N, respectively.

### Transcription factor analysis

After detecting the ORF of each unigene with Getorf (parameter: -minsize 150)^43^, ORFs were aligned to TF protein domains in PlnTFDB (plant transcription factor database) using Hmmsearch with the default parameters^44^. The abilities of the unigenes to encode proteins were evaluated based on the characteristics of TF families described in PlnTFDB.

### Molecular cloning candidate genes for terpenoid biosynthesis

Seven unigenes (CL11002.Contig1, CL11002.Contig2, Unigene7594, Unigene11038, CL1159.Contig3, Unigene5791, CL1787.Contig4) encoding seven enzymes, ArHMGR1, ArHMGR2, ArMVD, ArDXS, ArDXR, ArHDS and ArHDR, respectively, were identified from the *A. argyi* transcriptomic data. 

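In the 3 libraries, ArHMGR1 (CL11002.Contig1) had 10.3 FPKM in leaf, 59.5 in root and 144 in stem, so root was 5.76 times and stem 14.0 times the leaf value. ArHMGR2 (CL11002.Contig2), a contig of the same cluster, had 8.08 FPKM in leaf, 175 in root and 10.7 in stem. Any fragments shared by these 2 contigs would have been divided between them by the estimation, which would make their separate values less certain than their sum. Whether they share fragments was not examined. ArDXS (Unigene11038) had 4.16 FPKM in leaf, 2.01 in root and 71.8 in stem, 17.2 times the leaf value. ArHDS (Unigene5791) was highest in leaf, with 142 FPKM against 32.4 in root and 70.6 in stem, and so was ArDXR (CL1159.Contig3), with 11.0, 4.83 and 5.75. ArHDR (CL1787.Contig4) had 23.4 FPKM in leaf, 12.2 in root and 40.3 in stem. ArMVD (Unigene7594) differed least between the tissues, and its log2 ratio of leaf to root turned to -0.20 after median-ratio scaling. The log2 ratios of the other 6 unigenes kept their sign with a pseudocount of 0.1, with TPM and with median-ratio scaling.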

The ORFs of these enzymes were amplified by PCR using gene-specific primers (Supplementary Table S5). The PCR conditions included an initial denaturation step at 94 °C for 2 min followed by 35 cycles of 98 °C for 30 s, annealing temperature (ArHMGR1/ArHMGR2, 55 °C; ArMVD, 52.5 °C; ArDXR, 53 °C; ArDXS/ArHDS/ArHDR, 57 °C) for 40 s and 68 °C for 1 min, and an additional extension of 68 °C for 7 min. The gene amplification efficiencies were determined by agarose gel electrophoresis, and the gene fragments were sub-cloned into the vector pMD19-T. The recombinant plasmids were confirmed by sequencing (Sangon Biotech, Shanghai, China).

### Accession code

The RNA-seq dataset for the three *A. argyi* tissues has been deposited into the NCBI Gene Expression Omnibus (GEO) database under accession code GSE102404.

## Electronic supplementary material

Supplementary information

# Supplementary material for: De novo assembly and analysis of the Artemisia argyi transcriptome and identification of genes involved in terpenoid biosynthesis
**Source:** Sci Rep. 2018 Apr 11;8:5824. doi: 10.1038/s41598-018-24201-9
**Supplement:** Supplementary file 1 — Supplementary information

# **De novo assembly and analysis of the *Artemisia argyi* transcriptome and identification of genes involved in terpenoid biosynthesis**

Miaomiao Liu<sup>1,†</sup>, Jinhang Zhu<sup>2,†</sup>, Shengbing Wu<sup>3,4</sup>, Chenkai Wang<sup>1</sup>, Xingyi Guo<sup>5</sup>,  
Jiawen Wu<sup>3,6,\*</sup> & Meiqi Zhou<sup>3,4,\*</sup>

Institute of Acu-moxibustion and Meridian-collaterals, Anhui University of Chinese  
Medicine, Hefei 230038, China.

†These authors contributed equally to this work.

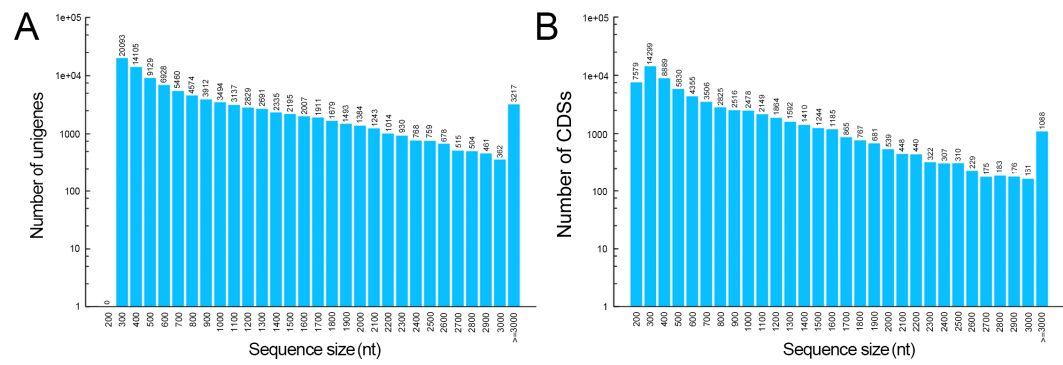

Supplementary Figure S1. Overview of assembly of the *A. argyi* transcriptome. (A) Size distribution of unigenes. (B) Size distribution of CDSs.

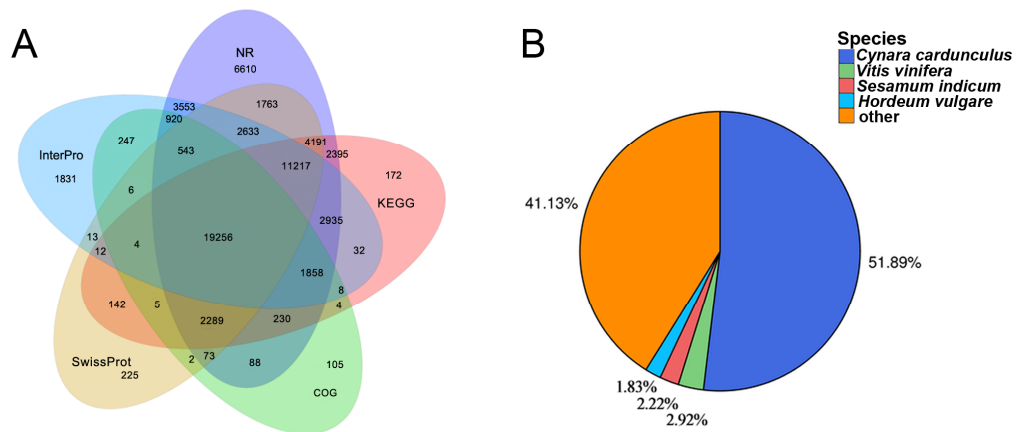

Supplementary Figure S2. (A) Venn diagram of annotated unigenes from the different databases. (B) Species distribution of *A. argyi* homologues against the Nr database.

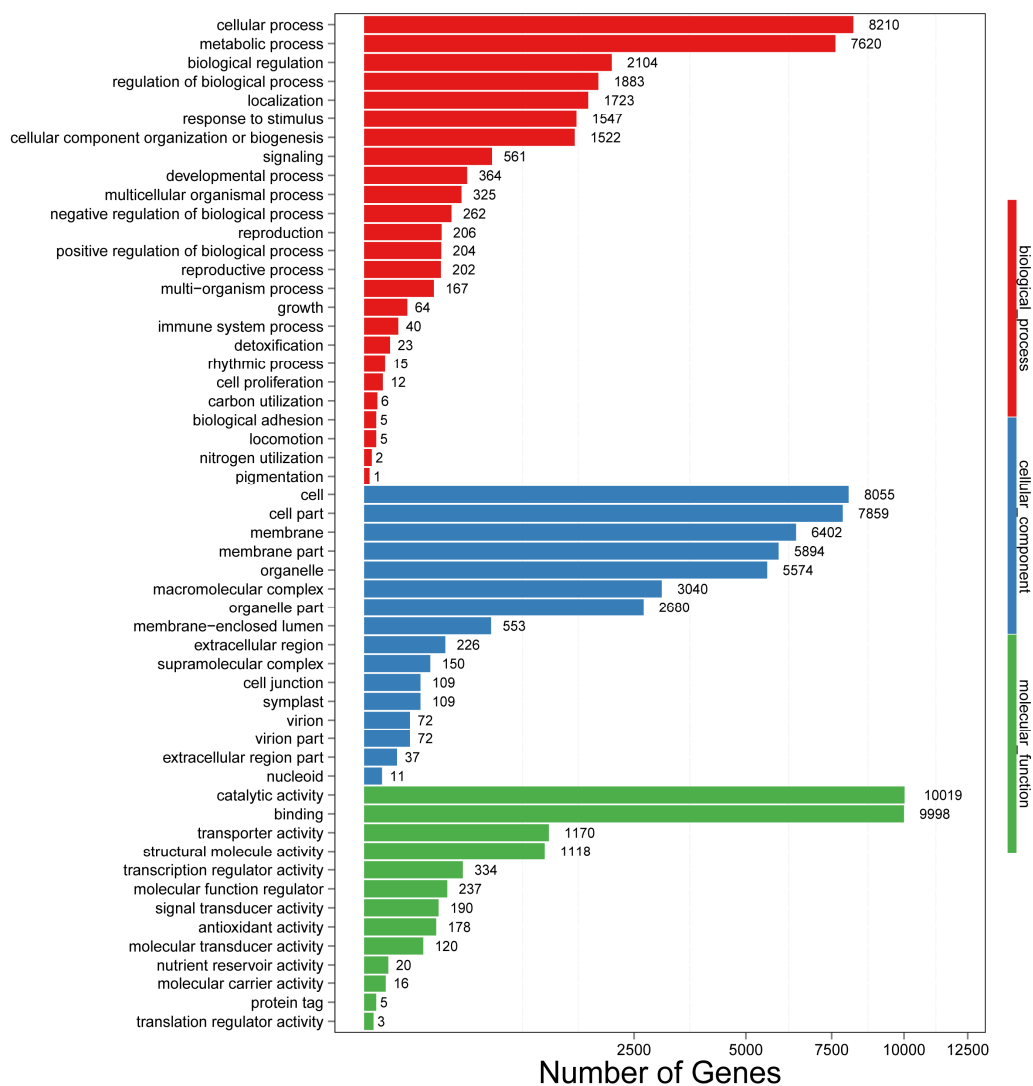

Supplementary Figure S3. GO functional classifications of *A. argyi* unigenes.

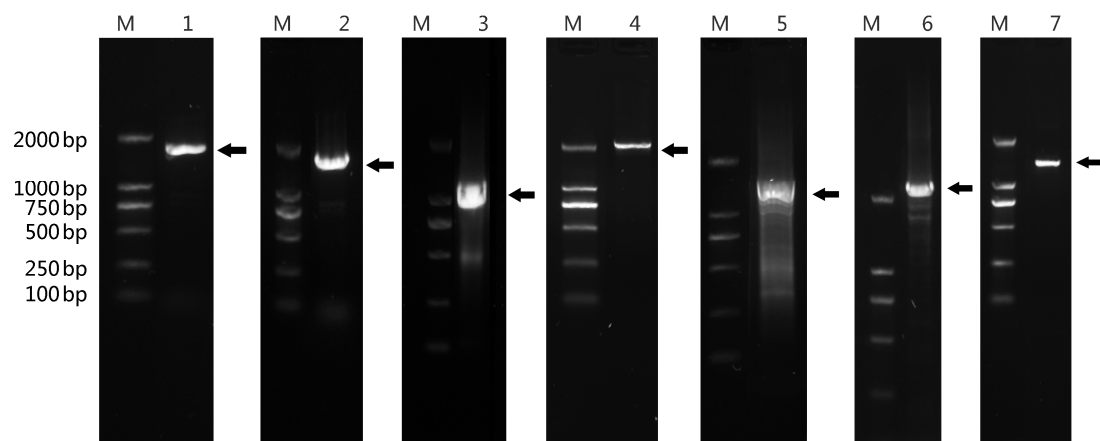

Supplementary Figure S4. Molecular cloning of seven genes. M represents the DNA marker, and 1, 2, 3, 4, 5, 6 and 7 represent ArHMGR1, ArHMGR2, ArMVD, ArDXS, ArDXR, ArHDS and ArHDR, respectively. The arrows indicate the target genes.

Supplementary Table S1. Quality evaluation of clean data.

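The clean reads of Supplementary Table S1 are what remained after reads with adapters or low base quality were removed. Recomputed from the raw and clean reads of the table, 85.5% of the leaf reads, 84.5% of the root reads and 86.0% of the stem reads were kept. Q20 is the share of bases with a low estimated error rate.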

| Tissue type | Number of<br>raw reads | Number of<br>clean reads | Clean reads Q20<br>(%) | Clean reads ratio<br>(%) |
|-------------|------------------------|--------------------------|------------------------|--------------------------|
| Leaf        | 86,560,026             | 74,033,662               | 98.63                  | 85.53                    |
| Root        | 88,193,576             | 74,546,432               | 98.62                  | 84.53                    |
| Stem        | 86,559,876             | 74,462,236               | 98.62                  | 86.02                    |

Supplementary Table 2. Qualitative unigene index.

| Tissue type | Total  | Total length | Mean length | N50  | GC    |
|-------------|--------|--------------|-------------|------|-------|
|             | number | (bp)         | (bp)        | (bp) | (%)   |
| Leaf        | 59,626 | 58,446,995   | 980         | 1492 | 40.08 |
| Root        | 60,599 | 47,722,360   | 787         | 1197 | 42.43 |
| Stem        | 65,440 | 61,247,220   | 935         | 1405 | 39.95 |
| AllUnigenes | 99,807 | 92,726,525   | 929         | 1456 | 40.79 |

Supplementary Table S3. GOSlim functional analysis of 603 unigenes with leaf-specific expression.

| Ontology           | GO term                                        | Number |
|--------------------|------------------------------------------------|--------|
| Biological process | biosynthetic process                           | 46     |
| Biological process | cellular nitrogen compound metabolic process   | 38     |
| Biological process | small molecule metabolic process               | 24     |
| Biological process | single-organism biosynthetic process           | 23     |
| Biological process | cellular protein modification process          | 19     |
| Biological process | carbohydrate metabolic process                 | 18     |
| Biological process | response to stress                             | 12     |
| Biological process | single-organism carbohydrate metabolic process | 11     |
| Biological process | generation of precursor metabolites and energy | 11     |
| Biological process | lipid metabolic process                        | 11     |
| Biological process | translation                                    | 10     |
| Biological process | cofactor metabolic process                     | 9      |
| Biological process | catabolic process                              | 8      |
| Biological process | single-organism catabolic process              | 7      |
| Biological process | transport                                      | 7      |
| Biological process | sulfur compound metabolic process              | 6      |
| Biological process | protein folding                                | 6      |
| Biological process | biological_process                             | 6      |
| Biological process | homeostatic process                            | 5      |
| Biological process | signal transduction                            | 5      |
| Biological process | anatomical structure development               | 5      |
| Biological process | photosynthesis                                 | 4      |
| Biological process | single-organism transport                      | 4      |
| Biological process | cellular amino acid metabolic process          | 3      |
| Biological process | tRNA metabolic process                         | 3      |
| Biological process | DNA metabolic process                          | 3      |
| Biological process | secondary metabolic process                    | 3      |
| Biological process | cell differentiation                           | 2      |
| Biological process | mRNA processing                                | 2      |
| Biological process | cell wall organization or biogenesis           | 2      |
| Biological process | protein targeting                              | 2      |
| Biological process | cell division                                  | 2      |
| Biological process | reproduction                                   | 2      |
| Biological process | ribosome biogenesis                            | 2      |
| Biological process | cellular component assembly                    | 1      |
| Biological process | cell morphogenesis                             | 1      |
| Biological process | immune system process                          | 1      |
| Biological process | transmembrane transport                        | 1      |
| Biological process | nucleocytoplasmic transport                    | 1      |

|                    |                                                              |    |
|--------------------|--------------------------------------------------------------|----|
| Biological process | protein complex assembly                                     | 1  |
| Biological process | vesicle-mediated transport                                   | 1  |
| Molecular function | ion binding                                                  | 88 |
| Molecular function | oxidoreductase activity                                      | 41 |
| Molecular function | kinase activity                                              | 35 |
| Molecular function | molecular_function                                           | 25 |
| Molecular function | transmembrane transporter activity                           | 21 |
| Molecular function | substrate-specific transmembrane transporter activity        | 20 |
| Molecular function | DNA binding                                                  | 20 |
| Molecular function | substrate-specific transporter activity                      | 19 |
| Molecular function | transferase activity, transferring glycosyl groups           | 12 |
| Molecular function | transcription factor activity, sequence-specific DNA binding | 11 |
| Molecular function | RNA binding                                                  | 10 |
| Molecular function | lyase activity                                               | 8  |
| Molecular function | structural constituent of ribosome                           | 8  |
| Molecular function | ATPase activity                                              | 6  |
| Molecular function | peptidase activity                                           | 5  |
| Molecular function | GTPase activity                                              | 5  |
| Molecular function | methyltransferase activity                                   | 5  |
| Molecular function | ligase activity                                              | 5  |
| Molecular function | unfolded protein binding                                     | 4  |
| Molecular function | phosphatase activity                                         | 4  |
| Molecular function | nuclease activity                                            | 4  |
| Molecular function | translation factor activity, RNA binding                     | 4  |
| Molecular function | transferase activity, transferring acyl groups               | 3  |
| Molecular function | hydrolase activity, acting on glycosyl bonds                 | 3  |
| Molecular function | transcription factor activity, protein binding               | 3  |
| Molecular function | enzyme regulator activity                                    | 3  |
| Molecular function | isomerase activity                                           | 3  |
| Molecular function | helicase activity                                            | 3  |
| Molecular function | lipid binding                                                | 2  |
| Molecular function | rRNA binding                                                 | 2  |
| Molecular function | transcription factor binding                                 | 1  |
| Molecular function | transferase activity, transferring alkyl or aryl groups      | 1  |
| Molecular function | nucleotidyltransferase activity                              | 1  |
| Molecular function | nucleic acid binding transcription factor activity           | 1  |
| Molecular function | cytoskeletal protein binding                                 | 1  |
| Molecular function | hydrolase activity, acting on carbon-nitrogen bonds          | 1  |
| Molecular function | signal transducer activity                                   | 1  |
| Cellular component | cellular_component                                           | 83 |
| Cellular component | plastid                                                      | 39 |
| Cellular component | plasma membrane                                              | 22 |
| Cellular component | nucleus                                                      | 22 |

|                    |                       |    |
|--------------------|-----------------------|----|
| Cellular component | cytosol               | 15 |
| Cellular component | cytoplasm             | 12 |
| Cellular component | thylakoid             | 11 |
| Cellular component | ribosome              | 9  |
| Cellular component | protein complex       | 7  |
| Cellular component | mitochondrion         | 6  |
| Cellular component | intracellular         | 6  |
| Cellular component | extracellular region  | 5  |
| Cellular component | Golgi apparatus       | 5  |
| Cellular component | endoplasmic reticulum | 4  |
| Cellular component | vacuole               | 3  |
| Cellular component | cell                  | 3  |
| Cellular component | nucleolus             | 3  |
| Cellular component | cell wall             | 2  |
| Cellular component | cytoskeleton          | 1  |
| Cellular component | organelle             | 1  |
| Cellular component | endosome              | 1  |

---

Supplementary Table S4. KEGG annotation of leaf vs. root and leaf vs. stem DEGs.

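The table counts, for each KEGG pathway, the DEGs of the leaf and root comparison and those of the leaf and stem comparison, whichever their direction. A unigene can belong to several pathways and is then counted in each. In the paper's numbers, 116 of the 131 pathways read from the table have more DEGs between leaf and root than between leaf and stem, 12 have fewer and 3 have equal numbers. The expression table has the same inequality in total, with 33,865 unigenes at least 2-fold apart between leaf and root and 25,461 between leaf and stem. Among the 12 pathways with fewer is carotenoid biosynthesis, counted as printed, with 97 DEGs against root and 811 against stem. The entries beside 811 in its column are far smaller. The paper's text gives slightly more pathways than the 131 read here. The pathway assignment of each unigene was not used here, so the counts per pathway were not recomputed.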

| Pathway                                     | No. of DEGs<br>(Leaf vs. Root) | No. of DEGs<br>(Leaf vs. Stem) |
|---------------------------------------------|--------------------------------|--------------------------------|
| Metabolic pathways                          | 3657                           | 2784                           |
| Biosynthesis of secondary metabolites       | 2182                           | 1728                           |
| Plant-pathogen interaction                  | 868                            | 634                            |
| Endocytosis                                 | 756                            | 529                            |
| RNA transport                               | 741                            | 425                            |
| Ribosome                                    | 688                            | 440                            |
| Spliceosome                                 | 673                            | 445                            |
| Protein processing in endoplasmic reticulum | 632                            | 409                            |
| Biosynthesis of amino acids                 | 504                            | 379                            |
| Carbon metabolism                           | 497                            | 360                            |
| Starch and sucrose metabolism               | 475                            | 399                            |
| Plant hormone signal transduction           | 450                            | 381                            |
| Phenylpropanoid biosynthesis                | 360                            | 256                            |
| mRNA surveillance pathway                   | 355                            | 267                            |
| Purine metabolism                           | 338                            | 227                            |
| Glycolysis / Gluconeogenesis                | 305                            | 226                            |
| RNA degradation                             | 279                            | 200                            |
| Pyrimidine metabolism                       | 270                            | 187                            |
| Amino sugar and nucleotide sugar metabolism | 244                            | 209                            |
| Ribosome biogenesis in eukaryotes           | 215                            | 137                            |
| Oxidative phosphorylation                   | 210                            | 102                            |
| Cysteine and methionine metabolism          | 205                            | 140                            |
| Glycerophospholipid metabolism              | 203                            | 181                            |
| Ubiquitin mediated proteolysis              | 197                            | 139                            |
| Pentose and glucuronate interconversions    | 195                            | 143                            |
| Pyruvate metabolism                         | 192                            | 156                            |
| Circadian rhythm – plant                    | 181                            | 141                            |
| Aminoacyl-tRNA biosynthesis                 | 180                            | 131                            |
| Fatty acid metabolism                       | 177                            | 120                            |
| Glyoxylate and dicarboxylate metabolism     | 175                            | 111                            |
| Carbon fixation in photosynthetic organisms | 164                            | 128                            |
| Peroxisome                                  | 162                            | 129                            |
| Glycerolipid metabolism                     | 157                            | 115                            |
| Flavonoid biosynthesis                      | 152                            | 140                            |
| Glycine, serine and threonine metabolism    | 151                            | 130                            |
| DNA replication                             | 151                            | 139                            |
| Nucleotide excision repair                  | 147                            | 142                            |
| ABC transporters                            | 146                            | 118                            |
| RNA polymerase                              | 144                            | 94                             |

---

|                                                        |     |     |
|--------------------------------------------------------|-----|-----|
| Stilbenoid, diarylheptanoid and gingerol biosynthesis  | 143 | 135 |
| Galactose metabolism                                   | 142 | 114 |
| Homologous recombination                               | 139 | 125 |
| Phagosome                                              | 136 | 90  |
| Ascorbate and aldarate metabolism                      | 130 | 103 |
| Glutathione metabolism                                 | 129 | 84  |
| Mismatch repair                                        | 129 | 115 |
| Pentose phosphate pathway                              | 127 | 79  |
| Fructose and mannose metabolism                        | 121 | 95  |
| alpha-Linolenic acid metabolism                        | 121 | 99  |
| 2-Oxocarboxylic acid metabolism                        | 117 | 87  |
| Cyanoamino acid metabolism                             | 117 | 121 |
| Valine, leucine and isoleucine degradation             | 115 | 76  |
| Tyrosine metabolism                                    | 114 | 93  |
| Nitrogen metabolism                                    | 111 | 78  |
| Regulation of autophagy                                | 110 | 79  |
| Fatty acid degradation                                 | 109 | 75  |
| Biosynthesis of unsaturated fatty acids                | 109 | 66  |
| Porphyrin and chlorophyll metabolism                   | 108 | 94  |
| Limonene and pinene degradation                        | 108 | 96  |
| Citrate cycle (TCA cycle)                              | 106 | 62  |
| Alanine, aspartate and glutamate metabolism            | 105 | 74  |
| Phosphatidylinositol signaling system                  | 105 | 98  |
| beta-Alanine metabolism                                | 99  | 75  |
| Carotenoid biosynthesis                                | 97  | 811 |
| Base excision repair                                   | 93  | 60  |
| Phenylalanine metabolism                               | 89  | 72  |
| Arginine biosynthesis                                  | 85  | 57  |
| Inositol phosphate metabolism                          | 84  | 76  |
| Arginine and proline metabolism                        | 83  | 64  |
| Terpenoid backbone biosynthesis                        | 82  | 78  |
| Other glycan degradation                               | 82  | 92  |
| Fatty acid biosynthesis                                | 82  | 62  |
| Tryptophan metabolism                                  | 81  | 70  |
| Photosynthesis                                         | 78  | 64  |
| Ubiquinone and other terpenoid-quinone biosynthesis    | 77  | 50  |
| Sphingolipid metabolism                                | 73  | 65  |
| N-Glycan biosynthesis                                  | 71  | 47  |
| Tropane, piperidine and pyridine alkaloid biosynthesis | 69  | 48  |
| Phenylalanine, tyrosine and tryptophan biosynthesis    | 69  | 59  |

---

|                                                       |    |    |
|-------------------------------------------------------|----|----|
| Isoquinoline alkaloid biosynthesis                    | 68 | 52 |
| Propanoate metabolism                                 | 66 | 43 |
| Basal transcription factors                           | 66 | 47 |
| Protein export                                        | 65 | 43 |
| Ether lipid metabolism                                | 65 | 61 |
| Proteasome                                            | 65 | 51 |
| Flavone and flavonol biosynthesis                     | 63 | 68 |
| Sulfur metabolism                                     | 63 | 59 |
| Zeatin biosynthesis                                   | 62 | 60 |
| Lysine degradation                                    | 59 | 39 |
| Arachidonic acid metabolism                           | 57 | 32 |
| Lysine biosynthesis                                   | 55 | 48 |
| Cutin, suberine and wax biosynthesis                  | 52 | 59 |
| Nicotinate and nicotinamide metabolism                | 50 | 27 |
| Diterpenoid biosynthesis                              | 50 | 47 |
| Pantothenate and CoA biosynthesis                     | 48 | 31 |
| Selenocompound metabolism                             | 47 | 23 |
| Butanoate metabolism                                  | 47 | 40 |
| Isoflavonoid biosynthesis                             | 43 | 44 |
| Steroid biosynthesis                                  | 43 | 31 |
| Linoleic acid metabolism                              | 40 | 32 |
| Biotin metabolism                                     | 39 | 31 |
| Histidine metabolism                                  | 38 | 27 |
| Valine, leucine and isoleucine biosynthesis           | 37 | 28 |
| Fatty acid elongation                                 | 34 | 25 |
| Vitamin B6 metabolism                                 | 31 | 21 |
| One carbon pool by folate                             | 31 | 20 |
| SNARE interactions in vesicular transport             | 28 | 27 |
| Degradation of aromatic compounds                     | 27 | 19 |
| Monoterpenoid biosynthesis                            | 27 | 27 |
| Sesquiterpenoid and triterpenoid biosynthesis         | 27 | 45 |
| Photosynthesis – antenna proteins                     | 26 | 12 |
| Glycosphingolipid biosynthesis–ganglio series         | 26 | 33 |
| Glycosaminoglycan degradation                         | 25 | 40 |
| Riboflavin metabolism                                 | 22 | 13 |
| Brassinosteroid biosynthesis                          | 21 | 13 |
| C5-Branched dibasic acid metabolism                   | 20 | 17 |
| Benzoxazinoid biosynthesis                            | 18 | 18 |
| Glycosylphosphatidylinositol(GPI)-anchor biosynthesis | 17 | 11 |
| Folate biosynthesis                                   | 16 | 11 |
| Taurine and hypotaurine metabolism                    | 15 | 12 |
| Non-homologous end-joining                            | 15 | 10 |
| Anthocyanin biosynthesis                              | 15 | 20 |

|                                             |    |    |
|---------------------------------------------|----|----|
| Synthesis and degradation of ketone bodies  | 14 | 17 |
| Other types of O-glycan biosynthesis        | 14 | 20 |
| Thiamine metabolism                         | 13 | 10 |
| Lipoic acid metabolism                      | 13 | 13 |
| Indole alkaloid biosynthesis                | 12 | 10 |
| Sulfur relay system                         | 11 | 10 |
| Glycosphingolipid biosynthesis–globo series | 8  | 5  |
| Betalain biosynthesis                       | 4  | 3  |
| Caffeine metabolism                         | 1  | 0  |

Supplementary Table S5. Gene-specific primers for key enzymes involved in terpenoid biosynthesis.

| Gene name | Forward primer (5'-3')               | Reverse primer (5'-3')                  |
|-----------|--------------------------------------|-----------------------------------------|
| ArHMGA1   | ATGGATGTTCGCCGGCGT<br>CCTGTTAAT      | CTAGGAAGAGCTTAACTTG<br>GTCATATCTCTAGTGG |
| ArHMGA2   | ATGGATGTCCGAAGACGA<br>TCTTCGTTGAAACC | TTAAGCCTTGGAAGCAAGA<br>TCTCTGGTGGAGC    |
| ArMVD     | ATGGGAAGTGAGTTAGAA<br>AAATGGGTGTTAAT | TTACTTCGGCAAGCCAGTGA<br>GTGGGTGAGGA     |
| ArDXS     | ATGGCTTCCTGTGGTGCTT<br>TGAAGGGTG     | CTATGCATTGACAGCTTCTA<br>GCAGTCTTTCCTTAC |
| ArDXR     | ATGTCTTTGAACACCCTTT<br>CCCCTTCAG     | TCATACTAGTGCCGGAGTTA<br>AACCAGATGAT     |
| ArHDS     | ATGGCGACCGGGGCTGTT<br>CCAGCT         | CTACTCTTCAACTGGAGGAT<br>CGACCCAGC       |
| ArHDR     | ATGGCGTCTTTGCAGCTCA<br>CACCTCTTTC    | CTACACCAATTGCAGGGCTT<br>CCTCACG         |

How the deposited data were processed for this re-analysis (not part of the article)

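RNA from leaves, roots and stems of *A. argyi* was sequenced as 1 library per tissue, each from the pooled tissue of 5 plants. The authors filtered the reads, assembled them with Trinity 2.06 and TGICL 2.06, mapped the clean reads of each library to the unigenes with Bowtie2 2.2.5 and estimated expression with RSEM 1.2.12. The values the authors deposited are FPKM, written to 2 decimals, for 88,591 unigenes in the 3 libraries. FPKM corrects for unigene length and for the number of mapped fragments, so a few abundant unigenes in a library lower the values of all others there. Fragments that align to several contigs of a cluster were divided by RSEM, and values of near-identical contigs are therefore less certain than their sum. No genome was used, and unigenes are given by the identifiers of the table, which pairs none with a gene name. Enzymes were assigned from the identifiers in Fig. 2 and in the cloning methods.

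From the deposited FPKM values were computed the numbers of unigenes above 1 FPKM, their overlap between tissues, the median and quartiles of log2(FPKM + 1) over the unigenes above 0 in each tissue, the unigenes with a geometric mean of FPKM + 1 of at least 3, Euclidean distances between libraries after a Z-score per unigene, the shared unigenes more than 8-fold higher in leaf, the unigenes at least 2-fold higher or lower in leaf on the scale of FPKM + 1, and the FPKM of the terpenoid enzymes. A pseudocount of 1 understates the change of unigenes with low FPKM. With 1 library per tissue no test between tissues was possible, and no p-value is given. The PoissonDis test needs read counts and was not repeated, so the numbers of unigenes past the fold threshold were not filtered by a false discovery rate. The depth behind single values is unknown, and the sequencing depth of the libraries was compared only through the low FPKM values.

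The choices tried beside these, fixed before the data were examined, were other FPKM thresholds, other pseudocounts, other sets of unigenes, other distances, TPM and median-ratio scaling, and, for the medians, leaving out the 100 most abundant unigenes of each library. Alternatives chosen after seeing the data are named as such. The unigenes named in the text are the 7 cloned ones, those printed in Fig. 2, and, among the other unigenes above 1 FPKM in all 3 tissues, the 2 with the largest smaller fold of leaf over root and over stem and the 2 with the largest smaller fold of root and of stem over leaf. Any other unigene is said to have been chosen after its values were seen.

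The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data, with counts drawn for 88,591 unigenes at the mean FPKM of the 3 libraries and 200 of them raised 32-fold in leaf. All 200 were called more than 8-fold higher in leaf than in simulated root and stem, with 0 unchanged unigenes called. The comparison of leaf with root at 2-fold called 0 of the 88,391 unchanged unigenes. This simulation gave every unigene the same length and had counting noise alone, so real libraries vary more. The comparison of depth was tested on a separate simulated set of 20,000 unigenes with low counts and lengths drawn at random, of which 572 lay between 0.2 and 0.5 FPKM in both leaf and root. From these, a simulated root library of 1.1 times the leaf depth was recovered as 1.09 times. Larger differences in depth were not simulated. Functional annotation, pathway and transcription factor assignments, coding sequences and cloned sequences were not analysed here.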

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

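The tests on the root-only unigenes listed at 0 and on the unigenes lower in leaf were chosen after these results were seen, except the test of values near the threshold among all root-only unigenes, which was set before the data were examined.

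The unigenes expressed in root alone, which the paper counts in Fig. 4A and does not discuss, stood apart from those of leaf and stem. Of the 11,352 root-only unigenes, 72.5% (8,235) were listed at 0 in both leaf and stem, against 30.6% of the leaf-only and 31.2% of the stem-only unigenes at 0 in both other tissues. Most of the 8,235 were low in root, with a median of 1.86 FPKM, against 1.48 FPKM for the unigenes of leaf and of stem at 0 in both others, of which there were 2,626 and 3,029. Above 10 FPKM were 127 of the root unigenes (1.54%), 10 of the leaf and 18 of the stem unigenes. A much deeper root library is argued against. The low FPKM values put its depth at 1.06 times that of leaf, and 42.0% of the 1,161 ratios lay within 0.05 of this on the log2 scale. The 1.06 itself is a median of ratios within 0.25 of equality on that scale, so it alone could not have shown a larger difference. Fragments given to 1 of several near-identical contigs concern cluster contigs first, and singletons made up 74.8% of the root group, between 77.7% for leaf and 71.6% for stem. Among singletons alone, 76.6% of the root-only unigenes were at 0 in both others, against 37.0% of the leaf-only and 36.5% of the stem-only ones, which argues against this as the cause of the excess in root. For root-only unigenes as a whole, the test set beforehand was undecided. Its wording named a share of 50% in 2 ways, and 39.9% were above 2 FPKM in root and below 0.5 FPKM in both other tissues while 91.1% met at least 1 of these conditions. A candidate explanation that stays open is RNA of other organisms on or in the roots, which came from plants of a herb garden and were washed before sampling. The GC content of the root assembly is 42.4% in the paper's Supplementary Table 2, against 40.1% for leaf and 40.0% for stem, but root-specific plant transcripts could differ in GC content as well, and without the sequences these cannot be told apart. Genuine root-specific expression, the difference in tissue that the design names, was not tested.

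The paper follows shared unigenes that are more than 8-fold higher in leaf. More of the shared unigenes were changed in the other direction: 238 were more than 8-fold lower in leaf than in both root and stem, against 84 higher. Among the unigenes with any FPKM above 0 in all 3 tissues, the set in which 603 were higher, 1,349 were lower; values near 0 FPKM enter this set, so its folds are less certain. The excess stayed after TPM rescaling, with 312 lower and 107 higher, and after median-ratio scaling, with 321 lower and 75 higher. Both steps lower leaf against root and against stem. They therefore could not test a leaf library scaled too low, and the scale of this library stays open as a cause. The root library had 202 such lower unigenes and the stem library 15, so stem was rarely the lowest of the 3 tissues by this margin. Whether the lower values in leaf reflect the tissue or the single pool of leaves cannot be settled with 1 library, and no biological explanation was tested.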

How the results depend on the processing

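The alternatives were set before the data were examined, except the filter on the sum of the 3 FPKM values, the 2 correlations over other sets of unigenes, the sums of the HMGR unigenes and of the mevalonate and MEP pathways, the medians after scaling of the unigenes above 1 FPKM in all 3 tissues, the alternatives for the numbers of shared unigenes more than 8-fold higher in root and in stem or lower in leaf, and the alternatives for the log2 ratios of single enzymes, which were chosen after seeing the data. Unless a cause is given, the cause was not tested. No paired analysis was possible because each tissue had 1 library.

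Of 79 alternatives for the numbers of unigenes, 52 stayed within 1.5 times the reported number. The order of the tissues could still change: with median-ratio scaling 38,501 unigenes were expressed in leaf, 46,487 in root and 41,830 in stem, which put root first. Lower thresholds admit more unigenes by construction: FPKM above 0 gave 67,057 expressed in root and 45,426 expressed in all 3 tissues. FPKM above 2 gave 27,448 expressed in root, 5,696 only in leaf, 6,093 only in root and 5,936 only in stem.

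The median log2(FPKM + 1) moved under every alternative. For leaf, root and stem it was 0.86, 0.90 and 1.02 over all unigenes, 2.30, 1.97 and 2.22 over those above 1 FPKM in the tissue, 3.13, 2.58 and 3.17 over those above 1 FPKM in all 3 tissues, 0.98, 0.65 and 0.93 with a pseudocount of 0.1, 1.81, 1.65 and 1.79 with TPM, 1.37, 1.56 and 1.35 with median-ratio scaling, and 1.47, 1.39 and 1.45 without the 100 most abundant unigenes. Over the unigenes above 1 FPKM in all 3 tissues it was 3.51, 3.05 and 3.57 with TPM and 2.93, 2.93 and 2.98 with median-ratio scaling. The leaf median minus the root median reversed over all unigenes (-0.031), with median-ratio scaling (-0.19) and with median-ratio scaling of those above 1 FPKM in all 3 tissues (-0.0041). It was 0.32 over those above 1 FPKM in the tissue, 0.55 over those above 1 FPKM in all 3, 0.46 over the same unigenes with TPM, 0.33 with a pseudocount of 0.1, 0.16 with TPM and 0.081 without the 100 most abundant unigenes. The leaf median minus the stem median reversed over all unigenes (-0.16) and over those above 1 FPKM in all 3 tissues, as deposited (-0.033), with TPM (-0.057) and with median-ratio scaling (-0.050). It was 0.072 over those above 1 FPKM in the tissue, 0.048 with a pseudocount of 0.1, 0.018 with TPM, 0.019 with median-ratio scaling and 0.023 without the 100 most abundant unigenes.

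The filter that keeps unigenes whose 3 FPKM values sum to more than 3 left 43,023 unigenes. The ratio of the leaf-stem to the leaf-root distance stayed below 1: 0.903 over all unigenes, 0.876 over those above 1 FPKM in all 3 tissues, 0.825 without the Z-score, 0.773 with 1 minus Pearson's r, 0.780 with 1 minus Spearman's rho, 0.848 with a pseudocount of 0.1, 0.878 with TPM, 0.900 with median-ratio scaling, 0.871 with the filter on the sum, 0.689 with 1 minus Pearson's r after that filter and 0.654 with 1 minus Pearson's r over all unigenes. The ratio of the leaf-stem to the root-stem distance, 0.987 as reported, reversed without the Z-score (1.05), with 1 minus Pearson's r (1.31), with 1 minus Spearman's rho (1.27), with TPM (1.004) and with median-ratio scaling (1.04). It was 0.954 over all unigenes, 0.982 over those above 1 FPKM in all 3 tissues, 0.977 with a pseudocount of 0.1, 0.977 with the filter on the sum, 0.985 with 1 minus Pearson's r after that filter and 0.854 with 1 minus Pearson's r over all unigenes.

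The number of shared unigenes more than 8-fold higher in leaf was 50 with FPKM + 1, 202 over the mean of root and stem, and 603 when any FPKM above 0 sufficed. It was 107 with TPM and 75 with median-ratio scaling. The number more than 8-fold higher in root was 391 when any FPKM above 0 sufficed, 94 with TPM and 117 with median-ratio scaling, against 63 as reported. In stem it was 720, 139 and 74 in the same order, against 106. With median-ratio scaling root therefore had the most such unigenes instead of the fewest. The number more than 8-fold lower in leaf, 238 as reported, was 1,349 when any FPKM above 0 sufficed, 312 with TPM and 321 with median-ratio scaling, above the number higher in leaf each time. For 2-fold differences from root, the numbers higher and lower in leaf were 32,489 and 27,662 with a pseudocount of 0.01, 31,262 and 27,161 with 0.1, and 8,599 and 3,179 over the unigenes above 1 FPKM in both tissues, where fewer unigenes enter. The number higher fell to 11,697 with median-ratio scaling, which shifts every ratio toward root. For stem they were 22,228 and 26,889 with a pseudocount of 0.01, 21,083 and 26,338 with 0.1, and 5,911 and 4,987 over the unigenes above 1 FPKM in both tissues.

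Of 128 alternatives for the log2 ratios of the enzymes, 9 reversed. With median-ratio scaling the log2 ratio of leaf to root became -0.086 for MK, -0.20 for MVD and -0.10 for DXS. With the most abundant unigene, the ratio of leaf to stem became -0.46 for MK. With the median over the unigenes, the ratio of leaf to root became -0.55 for CMK and 0.69 for MCS, and that of leaf to stem -0.26 for DXR, -1.80 for CMK and 1.55 for MCS. Of 42 alternatives for the cloned unigenes, 1 reversed: ArMVD in leaf against root became -0.20 with median-ratio scaling. The summed FPKM of the mevalonate unigenes in leaf, root and stem was 283, 1,028 and 525 with TPM and 179.4, 931 and 331 with median-ratio scaling. Without Unigene15525 and CL11002.Contig2 it was 186, 307 and 361, and that of the HMGR unigenes 45.6, 119 and 252, so on the FPKM scale the highest tissue became stem. For HMGR, 144 of the stem sum came from CL11002.Contig1, of the same cluster as CL11002.Contig2. The unknown number of fragments limits all ratios of unigenes near 0 FPKM.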

Differences from the paper's values

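The paper gives 43,023 unigenes after its filter on the geometric mean of FPKM + 1, and 26,821 unigenes reached a geometric mean of 3 here. Among the alternatives set before the data were examined, a threshold of 2 gave 38,287, the arithmetic mean 29,970 and TPM 31,266, each within 1.5 times the paper's number, while a threshold of 5 (18,032) and median-ratio scaling (26,607) did not come within it. Keeping the unigenes whose 3 FPKM values sum to more than 3 gave 43,023, the paper's number. This criterion was chosen after seeing the values, by looking through several definitions for the one that gives the paper's number, and is not stated by the paper.

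The paper gives 603 shared unigenes with leaf-specific up-regulation of more than 8-fold, and 84 were found here among the unigenes above 1 FPKM in all 3 tissues. The alternative set before the data were examined that takes every unigene above 0 FPKM in all 3 tissues gave 603. The other alternatives set beforehand did not come within 1.5 times the paper's number: 50 with FPKM + 1, 202 over the mean of root and stem, 107 with TPM and 75 with median-ratio scaling. Further definitions were looked at after seeing the values, and none of those gave 603.

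The paper gives 9,673 DEGs with lower expression in leaf than in root, and 15,984 unigenes were at least 2-fold lower here. The paper's number also requires a false discovery rate from PoissonDis, which was not applied here. None of the alternatives set before the data were examined came within 1.5 times: 27,662 with a pseudocount of 0.01, 27,161 with 0.1, 15,928 with FPKM > 1 in at least 1 of the tissues, 3,179 with FPKM > 1 in both, 19,436 with TPM and 20,828 with median-ratio scaling. The numbers for leaf higher than root and for both directions against stem were within 1.5 times the paper's.

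The paper gives 8,541 unigenes expressed only in leaf, in the text and in Fig. 4A, and 8,571 were counted here. All other numbers in Fig. 4A match.

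The paper states that HMGR was up-regulated in leaf. It counts 27 HMGR unigenes in Table 2, and those it does not name were not compared. Of the 18 it names, 3 were highest in leaf, 7 in root and 8 in stem, and their summed FPKM was lowest in leaf (71.1, against 515 in root and 276 in stem). With TPM the sums were 95.4 in leaf, 752 in root and 376.2 in stem, and with median-ratio scaling 60.4, 682 and 237. Of the single unigenes, 2 were at least 2-fold higher in leaf than in root.

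The paper's text assigns 62 unigenes and 6 enzymes to the MEP pathway and 43 unigenes and 8 enzymes to the MVP pathway. Summing its Table 2 gives 62 unigenes for the 6 mevalonate enzymes (AACT to MVD) and 43 for the 7 MEP enzymes with IPPI. For CMK, 2 unigenes were above 0 FPKM in leaf, where the paper's Table 2 gives 3, and for IPPI 3 were above 0 in stem, where it gives 2. The other numbers of the 6 enzymes whose unigenes are all named match.

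In Fig. 2, the identifier printed beside the brightest row of an enzyme, read by eye after the FPKM values had been seen, was compared with the unigene of the highest FPKM. HMGR was not compared. The tissue of the brightest cell matched for 13 of 13 enzymes with 1 brightest tissue. For AACT and HMGS, root and stem were alike to the eye, and the highest FPKM was in 1 of these 2 tissues. The identifiers of all 15 enzymes were compared. They matched for 7 of them (HMGS, MK, MVD, CMS, HDS, IPPI and FPPS). For DXS the identifier beside the brightest row is CL12220.Contig1, which had 1.21 FPKM in stem, while Unigene11038 had 71.8. For MCS it is CL5260.Contig1, with 1.48 FPKM in root, while CL5260.Contig2 had 369. For PMK it is Unigene6783, with 0.43 FPKM in leaf, while CL3188.Contig5 had 14.8.

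The paper's text describes 929 bp as the median unigene length, and in its Supplementary Table 2 it is the mean, which the total length divided by the number of unigenes also gives (929 bp). For the clean reads, the unit in the text is far larger than in Supplementary Table S1, which lists between 74,033,662 and 74,546,432 reads per tissue.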

Other observations

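The tests of the root median and of contigs in 1 cluster were set before the data were examined. The tests of leaving out the unigenes listed at 0 and the scaling of the unigenes above 1 FPKM in all 3 tissues were chosen after seeing the data.

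The root library had the lowest median among the unigenes above 0. Its FPKM sum was the smallest of the 3, and its most abundant unigenes took the largest share. After TPM rescaling, which equalises the sums, the root median log2(FPKM + 1) minus the lower of the other medians was still -0.14. Without the 100 most abundant unigenes of each library, with the rest rescaled to equal sums, this difference was -0.058, against -0.18 as deposited. Neither therefore accounts for the whole difference, although abundant unigenes may account for part of it. Median-ratio scaling, which assumes that the typical unigene above 0 in all 3 tissues is equally expressed, put root highest, so the order of the tissues rests on whether a real shift of the typical unigene is allowed for.

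Leaving out unigenes listed at 0, which are most numerous in leaf, raises the leaf median. With these unigenes put back, the leaf median minus the root median was -0.031 and the leaf median minus the stem median -0.16, so this choice may account for leaf having the highest median. Over the unigenes above 1 FPKM in all 3 tissues, where no zeros occur, leaf was above root by 0.55 and below stem, with a difference of -0.033. The difference from root held on the FPKM scale and with TPM (0.46), but not with median-ratio scaling of the same unigenes (-0.0041), so whether leaf and root differ among the unigenes that all 3 tissues express depends on the scaling. A biological difference between the tissues stays open and was not tested.

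The highest FPKM value in the 3 libraries belonged to CL48.Contig9, chosen here after its values were seen, with 20,278 FPKM in root, 2,854 in leaf and 430 in stem. It held 2.96% of the FPKM sum of the root library, more than the highest unigene of leaf (0.609%) or stem (0.388%) did there. The 37 contigs of its cluster summed to 25,817 FPKM in root, 3,087 in leaf and 477 in stem, and 35 of them were highest in root. The table gives no name for the cluster.

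Contigs of 1 cluster changed in opposite directions less often than contigs put together at random. Among 8,503 clusters with at least 2 contigs above 1 FPKM in leaf or root, 529 (6.22%) had a contig at least 2-fold higher and another at least 2-fold lower in leaf. When the contigs were assigned to clusters at random 100 times, the mean was 2,105 clusters and the lowest 2,034. Between leaf and stem there were 690 of 8,625 clusters, against a mean of 1,587. The summed FPKM changed less than 2-fold in 66.2% of the 529 clusters, within the 60.7% to 66.7% that random clusters with opposite contigs gave. Between leaf and stem it did so in 73.6%, above the 67.0% to 72.2% of the random clusters. A switch between isoforms would keep the sum steady as well, so in the 529 clusters it and fragments moved between near-identical contigs by the estimation cannot be told apart.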
